# Intestinal Pgc1α ablation protects from liver steatosis and fibrosis

**DOI:** 10.1016/j.jhepr.2023.100853

**Published:** 2023-07-19

**Authors:** Elena Piccinin, Maria Arconzo, Maria Laura Matrella, Marica Cariello, Arnaud Polizzi, Yannick Lippi, Justine Bertrand-Michel, Hervé Guillou, Nicolas Loiseau, Gaetano Villani, Antonio Moschetta

**Keywords:** Metabolic dysfunction-associated steatotic liver disease, Metabolic dysfunction-associated steatohepatitis, Gut–liver axis, Cholesterol, Peroxisome proliferator-activated receptor-gamma coactivator 1α, NAFLD, non-alcoholic fatty liver disease, NASH, non-alcoholic steatohepatits

## Abstract

**Background & Aims:**

The gut–liver axis modulates the progression of metabolic dysfunction-associated steatotic liver disease (MASLD), a spectrum of conditions characterised by hepatic steatosis and a progressive increase of inflammation and fibrosis, culminating in metabolic dysfunction-associated steatohepatitis. Peroxisome proliferator-activated receptor-gamma coactivator 1α (Pgc1α) is a transcriptional co-regulator of mitochondrial activity and lipid metabolism. Here, the intestinal-specific role of Pgc1α was analysed in liver steatosis and fibrosis.

**Methods:**

We used a mouse model in which Pgc1α was selectively deleted from the intestinal epithelium. We fed these mice and their wild-type littermates a Western diet to recapitulate the major features of liver steatosis (after 2 months of diet) and metabolic dysfunction-associated steatohepatitis (after 4 months of diet). The chow diet was administered as a control diet.

**Results:**

In humans and mice, low expression of intestinal Pgc1α is inversely associated with liver steatosis, inflammation, and fibrosis. Intestinal disruption of Pgc1α impairs the transcription of a wide number of genes, including the cholesterol transporter Niemann–Pick C1-like 1 (*Npc1l1*), thus limiting the uptake of cholesterol from the gut. This results in a lower cholesterol accretion in the liver and a decreased production of new fatty acids, which protect the liver from lipotoxic lipid species accumulation, inflammation, and related fibrotic processes.

**Conclusions:**

In humans and mice, intestinal Pgc1α induction during Western diet may be another culprit driving hepatic steatosis and fibrosis. Here, we show that enterocyte-specific Pgc1α ablation protects the liver from steatosis and fibrosis by reducing intestinal cholesterol absorption, with subsequent decrease of cholesterol and *de novo* fatty acid accumulation in the liver.

**Impact and implications:**

Liver diseases result from several insults, including signals from the gut. Although the incidence of liver diseases is continuously increasing worldwide, effective drug therapy is still lacking. Here, we showed that the modulation of an intestinal coactivator regulates the liver response to a Western diet, by limiting the uptake of dietary cholesterol. This results in a lower accumulation of hepatic lipids together with decreased inflammation and fibrosis, thus limiting the progression of liver steatosis and fibrosis towards severe end-stage diseases.

## Highlights

• Metabolic liver diseases may be caused by altered gut–liver crosstalk.
• Cholesterol represents a deleterious lipotoxic species, involved in steatohepatitis.
• Pgc1α controls intestinal cholesterol uptake by regulating the expression of the cholesterol transporter Npc1l1.
• Intestinal Pgc1α deletion protects the liver from lipid accumulation, inflammation, and fibrosis.

## Introduction

Metabolic dysfunction-associated steatotic liver disease (MASLD), formerly termed non-alcoholic fatty liver disease (NAFLD), represents the world’s leading cause of chronic liver disease, with more than 25% of the global population affected.^1^ This number is proportionally increasing with the raising of metabolic syndrome, obesity, insulin resistance, and diabetes mellitus type 2. Hepatic fat accumulation is the sign of MASLD, which may progressively lead to liver dysfunctions, inflammatory cell infiltration, and scarring peculiar to metabolic dysfunction-associated steatohepatitis (MASH), formerly termed non-alcoholic steatohepatitis (NASH), with a crescendo towards advanced liver diseases, cirrhosis, and hepatocellular carcinoma. However, despite the efforts made to characterise these diseases, MASLD and its sequelae remain without effective drug treatment. Bariatric surgery often remains the last therapeutic option for individuals with morbid obesity and MASH.^2^

Hepatic steatosis is a well-recognised hallmark of MASLD, and it is caused by the build-up of different lipid species in the liver, including triglycerides and cholesterol. An excess of triglycerides may derive from increased adipose tissue lipolysis, *de novo* lipogenesis, or a nutritional overload. However, although triglycerides are the most abundant hepatic lipid species, they represent a ‘safe’ storage solution in the liver.^3^ By contrast, an overabundance of cholesterol has deleterious hepatic effects, culminating with the so-called cholesterol-associated steatohepatitis (CASH).^3^ When the synthesis or uptake of cholesterol is increased and/or the cholesterol excretion is reduced, cholesterol starts to accumulate within the hepatocyte’s lipid droplets. By inhibiting the circulating proprotein convertase subtilisin/kexin type 9 (PCSK9), an increased expression of the LDL receptor (LDLR) that facilitates the LDL uptake occurs.^4^ This exposes the liver to a considerable amount of cholesterol that, on one side starts to crystalise within hepatocyte lipid droplets, driving necroinflammation and liver dysfunctions,^4^ and on the other, blocks the proteasomal degradation of TAZ, promoting fibrosis.^5^ Overall, this results in a higher risk of steatohepatitis and liver cancer.

Recent investigations have postulated a crucial role of the gut–liver axis in the promotion of metabolic liver diseases.^6^ The gut participates in liver lipotoxicity through a wide range of signals, including the metabolism of nutrients, the release of secretory molecules, and microbiota modifications.[6], [7], [8]

Peroxisome proliferator-activated receptor gamma coactivator 1α (Pgc1α) was first described as a coactivator involved in the promotion of metabolic pathways especially under conditions of energy deprivation. Mostly expressed in highly metabolic organs, Pgc1α regulates the expression of genes involved in mitochondrial metabolism, antioxidant response, gluconeogenesis, and fatty acid β-oxidation.^9^ In the gut, Pgc1α regulates the apoptotic processes that physiologically take place at the tip of the villi.^10^^,^^11^ In *Drosophila melanogaster*, the intestinal overexpression of the Pgc1α homologue is essential to modulate gut permeability, maintaining homoeostasis and prolonging the lifespan.^12^ In line with this, disruption of Pgc1α expression has been associated with colitis and colorectal cancer in both humans and mice.^11^^,^^13^ However, whether the ablation of Pgc1α in the intestine can promote liver steatosis and fibrosis onset has not been investigated so far.

Here, we take advantage of an engineered mouse model to explore whether intestinal Pgc1α is crucial in the development of hepatic steatosis and fibrosis. Surprisingly, we found that the lack of Pgc1α from the gut impairs cholesterol absorption, finally antagonising the onset of liver steatosis and the progression to fibrosis.

## Materials and methods

### Animals

Mice were kept in a pathogen-free facility, at 21 ± 2 °C with a 12-h light/dark cycle, and had free access to food and water. All the murine strains we used were in C57BL6/J background. To generate iPgc1α^-/-^ mice, Pgc1α^fl/fl^ mice^14^ were intercrossed with Vil1-Cre mice (Jackson Laboratory, Bar Harbor, ME, USA) to obtain Vil1-Cre^Tg/-^Pgc1α^fl/-^ mice. These mice were then backcrossed with Pgc1α^fl/fl^ mice to restore homozygosity for the iPgc1α floxed allele. Male Vil1-Cre^Tg/-^Pgc1α^fl/fl^ mice were bred to Pgc1α^fl/fl^ mice to produce the mice used in the study. Pgc1α^fl/fl^ mice were used as controls. Eight-week-old mice were treated for 8 or 16 weeks with 42% kcal/fat diet enriched with saturated fats (0.2% total cholesterol, milk fat) (Teklad, TD.180342). Chow diet was used as a control. Mice were randomly assigned to treatment groups for *in vivo* studies. Food intake and body weight were monitored weekly. All mice were sacrificed randomly after overnight fasting at Zeitgeber Time (ZT) 3. Each animal experiment was repeated using at least two cohorts of mice. All the experiments were performed according to the ethical protocol authorised by the Italian Ministry of Health (n.1208/2020-PR).

## Results

### Intestinal Pgc1α is induced in liver steatosis and fibrosis

To investigate whether there is any correlation between MASLD and intestinal Pgc1α modulation, we analysed the mRNA expression of *Pgc1α* and its target genes in mice after the induction of liver steatosis and MASH. *Pgc1α* levels were significantly increased in the intestines of mice fed a Western diet (WD) for either 8 weeks (Fig. 1A and B) or 16 weeks (Fig. 1C and D). Whereas in the chow diet-fed mice the expression of the coactivator is mainly localised at the tip of the villi, as previously described,^11^ in WD-fed mice Pgc1α is more scattered along the crypt–villus axis (Fig. 1B and D). In humans, obesity is frequently associated with liver steatosis and related complications. As bariatric surgery (Roux-en-Y gastric bypass) in grossly obese individuals is a way to decrease hepatic steatosis, inflammation, and fibrosis,^2^ we analysed the transcriptional profile of jejunal biopsies from obese patients before and 1 month after gastric bypass (GSE113819), observing a significant downregulation of *PPARGC1A* expression^15^ (Fig. S1A and B). Therefore, we may infer a negative correlation between the level of Pgc1α expression and the extent of liver steatosis and fibrosis in both mice and humans.

**Fig. 1:**
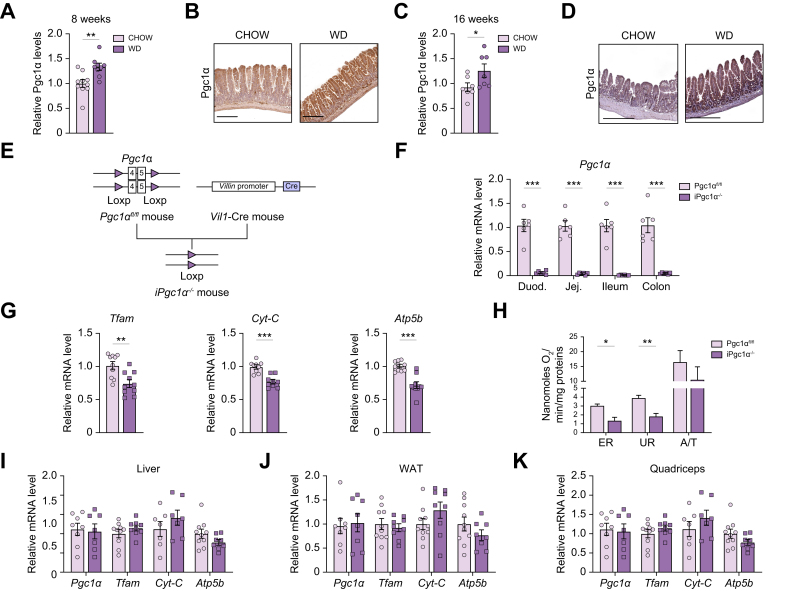
Intestinal Pgc1α is induced in liver steatosis and fibrosis. Relative mRNA expression and immunohistochemistry of Pgc1α in the ileum of 2-month-old wild-type mice fed a chow diet or WD for (A, B) 8 weeks (scale bar, 200 μm) or (C, D) 16 weeks (scale bar, 300 μm). (E) Generation of iPgc1α^-/-^ mice. (F) Relative Pgc1α expression in the different intestinal tracts. (G) Relative mRNA expression of Pgc1α target genes in the ileum. (H) Mitochondrial endogenous respiratory fluxes in enterocytes. Relative gene expression of Pgc1α and its target genes in (I) liver (J) WAT, and (K) quadriceps. All the experiments were performed on 4-month-old iPgc1α^-/-^ and Pgc1α^fl/fl^ mice (n = 6–10 animals/group). Data are expressed as mean ± SEM. Comparison between the two groups was performed using the Mann–Whitney *U* test (∗*p* <0.05; ∗∗*p* <0.01; ∗∗∗*p* <0.001). A/T, ascorbate/TMPD-dependent oxygen consumption; *Atp5b*, ATP synthase F1 subunit beta; *Cyt-C*, cytochrome C; DNP, 2,4 Dinitrophenol; ER, basal endogenous respiration; *Pgc1α*, peroxisome proliferator-activated receptor-gamma coactivator 1α; *Tfam*, mitochondrial transcription factor A; TMPD, N,N,N′,N′,-tetramethyl-phenylenediamine; UR, uncoupled respiration; WAT, white adipose tissue; WD, Western diet.

### Intestinal-specific Pgc1α ablation affects gene expression

To explore the role of intestinal Pgc1α in the development of liver disorders, we generated iPgc1α^-/-^ mice by crossing Pgc1α^fl/fl^ mice with mice expressing Cre recombinase under Villin promoter to drive a specific intestinal deletion of exons 3–4–5 of Pgc1α gene (Fig. 1E). The specific deletion was confirmed by reverse-transcription quantitative PCR (RT-qPCR) for *Pgc1α* in the different intestinal tracts (Fig. 1F). RT-qPCR revealed a lower ileal expression of Pgc1α target genes Mitochondrial transcription factor A (*Tfam*), Cytochrome C (*Cyt-C*), and ATP synthase F1 subunit beta (*Atp5b*) in iPgc1α^-/-^ mice compared with Pgc1α^fl/fl^ littermates (Fig. 1G). Moreover, the ablation of Pgc1α determined a reduction in the mitochondrial endogenous, uncoupled, and Cox respiratory capacities in freshly isolated intact enterocytes (Fig. 1H). No difference in the expression of *Pgc1α* and its target genes was detected in the liver, white adipose tissue (WAT), and quadriceps by RT-qPCR (Fig. 1I–K).

To mimic the onset of MASLD, 2-month-old iPgc1α^-/-^ and Pgc1α^fl/fl^ littermates were fed a WD for 2 months. A regular chow diet was used as a control. No major modifications were detected in the intestinal architecture of the two genotypes at the time of sacrifice (Fig. 2A). Although a decreased length of intestinal villi was detected in iPgc1α^-/-^ mice fed a chow diet, this difference became inconsistent following WD feeding (Fig. 2B).

**Fig. 2:**
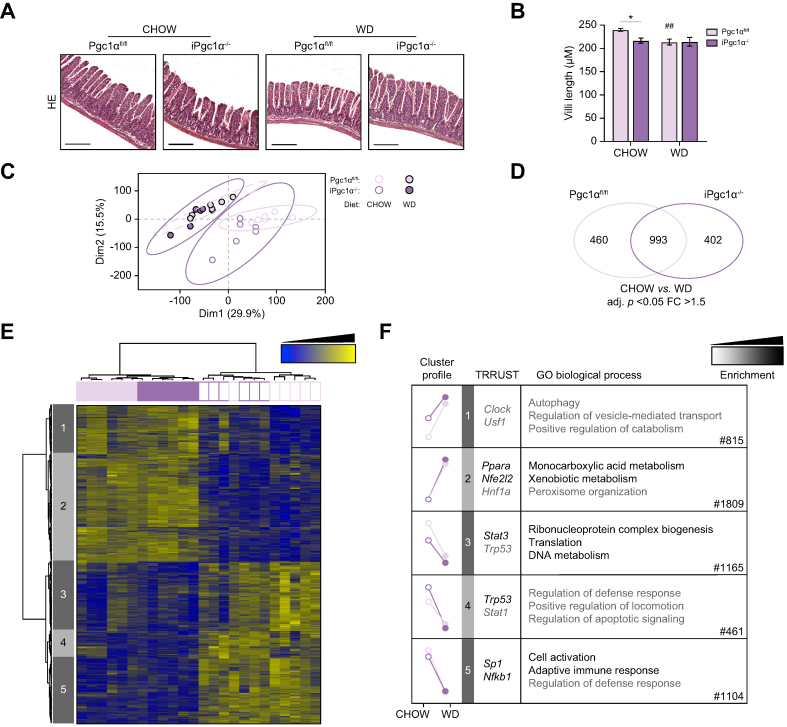
Intestinal Pgc1α ablation does not impair intestinal architecture but affects gene expression. (A) Representative H&E of the ileum (scale bar, 200 μm). (B) Villi length assessed on 10 single complete full-size villi per sample. (C) PCA plots of the whole transcriptomic dataset in the intestine. Each dot represents an observation (animal) projected onto the first (horizontal axis) and second (vertical axis) PCA variables. (D) The number of genes differentially expressed between the two diets in Pgc1α^fl/fl^ and iPgc1α^-/-^ mice (adj. *p* <0.05, FC >1.5). (E) Heatmap showing data of microarray analysis on intestinal specimens. The hierarchical clustering identifies five different clusters. (F) Representation of the mean cluster profiles, the enrichment of transcription factors (TRRUST), the GO analysis, and the number of genes in each heatmap cluster. All the experiments were performed iPgc1α^-/-^ and Pgc1α^fl/fl^ littermates fed a chow diet or WD for 2 months (n = 6–10 animals/group). Data are expressed as mean ± SEM. Comparison between different groups was performed using two-way ANOVA followed by Sidak’s multiple comparison tests; ∗genotype effect, ^#^diet effect (∗ or ^#^*p* <0.05; ∗∗ or ^##^*p* <0.01; ∗∗∗ or ^###^*p* <0.001). adj. *p*, adjusted *p*; FC, fold change; GO, Gene Ontology; PCA, principal component analysis; Pgc1α, peroxisome proliferator-activated receptor-gamma coactivator 1α; TRRUST, transcriptional regulatory relationships unravelled by sentence-based text-mining; WD, Western diet.

To identify molecular pathways regulated by Pgc1α in response to WD, microarray analysis was performed on the ileum cells harvested from iPgc1α^-/-^ and Pgc1α^fl/fl^ mice after 2 months of diet. 

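Ileum cells of 18 mice were analysed here, each on an Agilent one-colour microarray. On such an array, Cy3-labelled cRNA binds to short DNA probes printed as spots, and the brightness of a spot rises with the amount of the matching transcript. There were 6 Pgc1α fl/fl mice on chow, 6 Pgc1α fl/fl mice on WD and 6 iPgc1α-/- mice on WD, while iPgc1α-/- mice on chow were not analysed here. WD held 42% of its kcal as fat and 0.2% cholesterol and was given for 8 weeks from the age of 8 weeks. The sample labels name the same diet a high-fat diet. The arrays lay on 3 slides with 2 arrays of each group on every slide. The authors deposited the spot intensities read by Feature Extraction 10.10.1.1, without normalization between arrays. Of the 59305 non-control spots of an array, between 59.7% and 61.9% were well above background in Pgc1α fl/fl mice on chow (median 60.9%). The corresponding shares were 56.3% to 61.7% in Pgc1α fl/fl mice on WD (median 58.3%) and 56.7% to 62.3% in iPgc1α-/- mice on WD (median 58.8%). The median spot signal was between 39 and 61 intensity units over a local background of 17 to 23 units, and 0 spots were saturated. Following the Supplementary Methods, the median signal was log2 transformed and normalized with qsmooth, which brings arrays of one group to a shared distribution. Probes well above background on at least 5 of the 6 arrays of any group were kept, since the paper's text does not detail its filter. This left 32726 probes for 21542 gene names. Differences were tested with limma in one model of the 3 groups. A probe was called changed at a Benjamini-Hochberg adjusted p of 0.05 or lower and a fold change above 1.5, the criterion given in Fig. 2D. The correction for washing bath and labelling serial that the Supplementary Methods describe was not repeated, because the sample labels used here do not name those batches. The number of arrays limits the precision, and the median standard error of a log2 fold change was 0.104. On simulated arrays with 200 changed probes among the 32726, 97% of the probes changed by 1 on the log2 scale were recovered for either comparison.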

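*Ppargc1a*, the gene that encodes Pgc1α, was examined first as a check of the genotype labels. The files list 2 probes for it that passed the filter, on chromosome 5 of mm9 from 51848928 to 51848987 and from 51849419 to 51849478. The exon in which each probe lies was not determined here. At the brighter probe, the log2 normalized signals of the 6 Pgc1α fl/fl mice on chow were 11.24, 10.68, 11.25, 10.10, 11.14 and 11.20. Those of the 6 Pgc1α fl/fl mice on WD were 11.40, 11.45, 11.42, 11.26, 11.33 and 11.40. The 6 arrays labelled iPgc1α-/- on WD gave 11.66, 11.47, 12.01, 11.61, 11.94 and 11.36. The group means were 10.94 ± 0.46, 11.38 ± 0.07 and 11.67 ± 0.26 (SD, n = 6 mice each). The signal was therefore not lower in the arrays labelled iPgc1α-/-. Their log2 fold change against Pgc1α fl/fl mice on WD was 0.30 (standard error 0.16, adjusted p = 0.572 from limma with Benjamini-Hochberg adjustment), and a two-sided exact permutation test of this probe gave p = 0.0173. The second probe was at 9.15 ± 0.14 in Pgc1α fl/fl mice on WD and at 9.51 ± 0.14 in the arrays labelled iPgc1α-/-, a log2 fold change of 0.36 (adjusted p = 0.495). A transcript without the deleted exons could still bind probes that lie outside them, so this signal cannot show whether the deletion took place. Every direction by genotype is therefore given for the arrays as they are labelled. In Pgc1α fl/fl mice, the brighter probe was higher on WD by 0.44 on the log2 scale (standard error 0.16, adjusted p = 0.0556), with no overlap between the 6 arrays on WD and the 6 on chow. An exact permutation test gave p = 0.0022 for this difference, the smallest value that 6 mice against 6 allow. Adjusted over the list alone, the 44 measured genes that the paper names for the intestine, its p was 0.0255. The second probe was higher on WD by 0.51 (adjusted p = 0.0273). Among the processing alternatives, the background-subtracted signal scaled to each array's 75th percentile moved the diet difference of the brighter probe most. The diet difference was then 0.54 (adjusted p = 0.0357, in a range from 0.0275 to 0.0775 over these alternatives). Leaving out each array in turn moved it further, with a range from 0.27 to 0.50 (adjusted p from 0.0405 to 0.125 in limma).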

The principal component analysis of the transcriptome revealed that diet is the principal component affecting gene expression, followed by the genotype (Fig. 2C). 

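Principal components were computed over the 18 arrays from the 32726 centred probes. PC1 held 44.5% of the variance and PC2 held 11.3%. The PC1 score was -45.9 ± 12.5 in Pgc1α fl/fl mice on chow, 17.6 ± 11.2 in Pgc1α fl/fl mice on WD and 28.4 ± 10.4 in the arrays labelled iPgc1α-/- on WD (SD, n = 6 each). The arrays on chow lay between -66.5 and -34.5 and those of Pgc1α fl/fl mice on WD between 1.78 and 31.0, so that the groups did not overlap on PC1. A two-sided exact permutation test of the diet difference gave p = 0.0022, the smallest value possible, and 0.00866 after Benjamini-Hochberg adjustment over 4 components. The genotype difference on PC1 was within the spread of the arrays (exact permutation test, p = 0.143). The PC2 score was 2.85 ± 10.9 in Pgc1α fl/fl mice on chow, -12.4 ± 18.4 in Pgc1α fl/fl mice on WD and 9.55 ± 17.9 in the arrays labelled iPgc1α-/- (SD, n = 6 each). Its genotype difference gave p = 0.0541 in the exact permutation test and 0.216 after adjustment, with overlapping groups. Differences between the slides explained 1.40% of PC1 and 9.90% of PC2. With the median signal scaled to the 75th percentile in place of qsmooth, the exact permutation p of the genotype difference on PC2 was 0.234. This was the processing alternative that moved it most. With 1 array left out, that p ranged from 0.0303 to 0.297 and was below 0.05 in 5 of 18 fits.

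**Figure D1:**
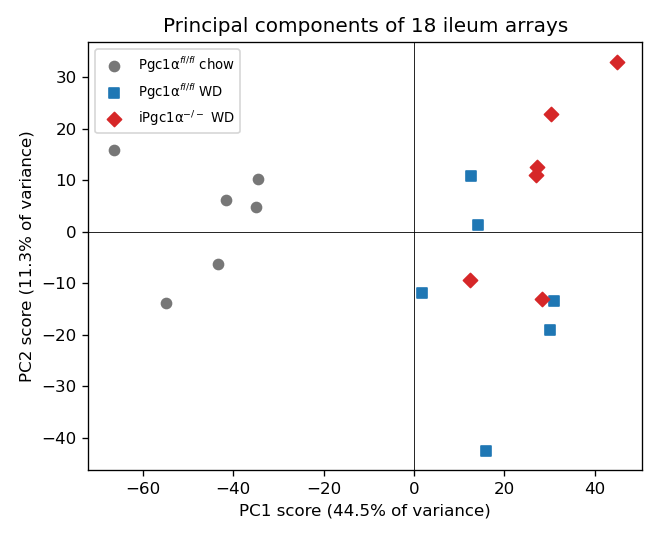
Scores of the 18 arrays on PC1 (x axis, 44.5% of the variance) and PC2 (y axis, 11.3% of the variance), without units. Each point is 1 mouse, marked by group. The 6 chow arrays lie at -34.5 or below on PC1 and the 12 WD arrays at 1.78 or above, while the genotypes on WD overlap on both axes.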

Among the differentially expressed genes in the comparison between the two diet treatments, up to 53% (993 genes) were common to both genotypes, whereas 25% (460 genes) and 22% (402 genes) were differentially expressed in Pgc1α^fl/fl^ and iPgc1α^-/-^ mice, respectively (Fig. 2D). 

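In Pgc1α fl/fl mice, 1960 of the 21542 gene names (9.10%) were called changed between chow and WD at the adjusted p of 0.05 and the fold change of 1.5 (2387 probes). Of these, 760 genes were higher on WD and 1202 lower, and 2 genes with several probes appeared in both directions. The effect of diet in iPgc1α-/- mice was not analysed here, so the genes were not divided into shared and genotype-specific ones. The median absolute log2 fold change of the called genes was 0.85. Of the 1815 called genes whose brightest probe was itself called, 1199 had no overlap between the 6 arrays of each diet, a count that is no independent evidence because the genes were called on the same arrays (for an unchanged gene chosen beforehand, chance gives 0.216%). The alternative that moved the count most was the adjusted p with no fold-change threshold, the criterion of the Supplementary Methods, which called 5876 genes. The largest change at a brightest probe without overlap was that of *Scd1*, a desaturase gene on chromosome 19 of mm9 (probe from 44469387 to 44469446). Its log2 normalized signal was 6.14 ± 0.51 on chow and 12.28 ± 0.30 on WD (SD, n = 6 mice each), a log2 fold change of 6.14 (standard error 0.24, adjusted p = 1.9e-12 from limma with Benjamini-Hochberg adjustment). A second, dimmer probe of *Scd1* rose by 1.34, and the mean of both probes by 3.74. The serum amyloid genes *Saa2* and *Saa1* on chromosome 7 fell by 5.91 (standard error 0.41, adjusted p = 1.05e-08) and by 4.92 (standard error 0.31, adjusted p = 4.3e-09). *Ubd* on chromosome 17 fell by 4.43 (standard error 0.53, adjusted p = 6.8e-06). *Otop2* on chromosome 11 rose by 3.91 (standard error 0.17, adjusted p = 7.1e-12). The other genes named by the same rule were *Dbp* and *4930528H21Rik*, both with a log2 fold change of 3.51, and 3 transcripts on chromosome 12 with log2 fold changes between -3.92 and -3.64. Of the 45 genes that the paper names as measured in the intestine or as intestinal regulators, 44 were measured and *Cldn5* was below the filter. Diet called 15 of them. Without the fold-change threshold 22 passed, and 23 when adjusted over the list alone.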

Hierarchical clustering analysis of genes affected by WD in both genotypes identifies five clusters (Fig. 2E). 

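The arrays and the probes were clustered with 1 minus the Pearson correlation as distance and Ward's criterion, as the Supplementary Methods describe. The 12472 probes at an adjusted p of 0.05 or lower in any of the 3 pairwise contrasts entered, of which 12440, for 9580 genes, had a value on every array. Divided into 2 groups, the arrays fell into the 6 on chow and the 12 on WD. Divided into 3, the WD arrays split into one group of 10, with 4 of Pgc1α fl/fl and all 6 labelled iPgc1α-/-, and one of 2 Pgc1α fl/fl arrays. The probes were divided into 5 clusters, as in Fig. 2E. The clusters were numbered here by size and were matched to none of the paper's clusters, since iPgc1α-/- mice on chow did not enter. The first held 3630 probes with mean z scores of -0.96 in Pgc1α fl/fl mice on chow, 0.35 in Pgc1α fl/fl mice on WD and 0.61 in the arrays labelled iPgc1α-/- on WD. The second held 2944 probes with mean z scores of 0.93, -0.35 and -0.58 in the same order. The third held 2705 probes at 1.02, -0.48 and -0.54. The fourth, with 2115 probes, ran from -0.88 over 0.15 to 0.72. The fifth, with 1046 probes, ran from 0.75 over 0.08 to -0.83. No p of a cluster mean is reported, because the probes were chosen for differing between the groups, which makes such a test circular.

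**Figure D2:**
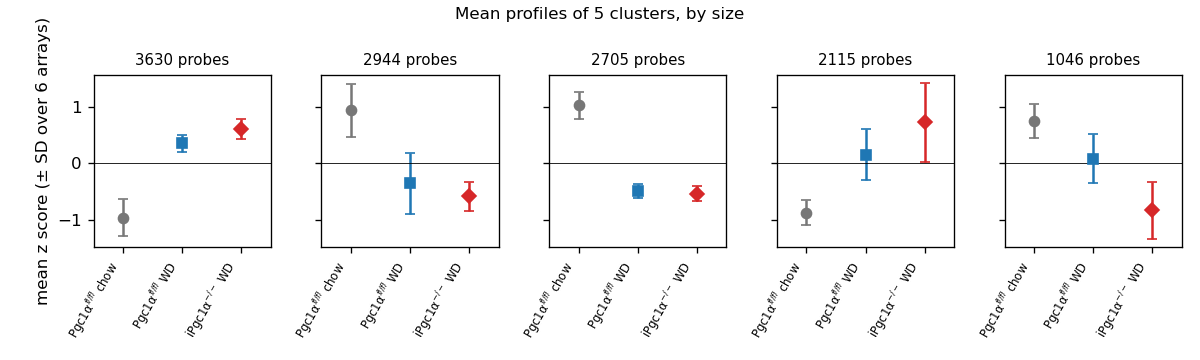
Mean z score (y axis, no unit) of the probes of each of 5 clusters in the 3 groups (x axis). Points are means over 6 arrays and bars the SD between arrays. The cluster of 2705 probes is at 1.02 on chow and at -0.48 and -0.54 in the WD groups, and the cluster of 1046 probes falls from 0.08 to -0.83 between the WD groups.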

Genes from clusters 2 and 5 were sensitive to the diet but not dependent on Pgc1α expression (Fig. 2F). 

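Of the 1960 genes called for diet in Pgc1α fl/fl mice, 12 (0.612%) were also called between the genotypes on WD, 8 in the direction of the diet change and 4 against it. In 100 simulations with no genotype effect against the same Pgc1α fl/fl arrays on WD, 0.02 genes on average and at most 1 were called in both. Divisions of the 12 measured arrays on WD without regard to genotype vary more, and 5 of 100, the real one included, gave as many as 12 genes, so that chance was not excluded for this number. For 1247 of the 1815 diet genes (68.7%), the 95% confidence interval of the genotype difference on WD lay within a fold change of 1.5, and for the rest a larger difference was not excluded at this number of arrays. Among the 694 genes higher on WD, 525 had a higher mean in the arrays labelled iPgc1α-/-, with a median log2 fold change of 0.13. Among the 1121 genes lower on WD, 459 had a lower mean in those arrays, with a median of 0.04. Across all 21542 genes, with the 6 Pgc1α fl/fl arrays on WD divided between the contrasts, the diet and genotype changes had a mean Pearson r of 0.172 ± 0.111 (SD over 20 divisions), from -0.0451 to 0.431. With shared arrays r was 0.0739, against -0.501 in simulations without any effect. These correlations are across genes, which are not independent replicates. The number of genes called in both moved most without iPgc1α-/- replicate 5, to 5, and without Pgc1α fl/fl WD replicate 5, to 19. The third cluster of the clustering by size, lower on WD, differed by -0.06 in mean z score between the genotypes, and 3 of its probes were called for genotype.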

Genes from cluster 4 display a difference between the two genotypes under only the chow diet regimen. The lack of Pgc1α altered the expression of genes in both diet conditions (clusters 1 and 3). 

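The genotypes were compared here on WD. Of 21542 genes, 35 (0.162%; 39 probes) were called changed in the arrays labelled iPgc1α-/- against Pgc1α fl/fl mice on WD, 19 higher and 16 lower. At an unadjusted p of 0.05, 2803 genes passed. Without the fold-change threshold 58 genes passed, 20 higher and 38 lower, and at an adjusted p of 0.01 with that threshold 17, the alternatives that moved the count most. Simulated arrays without a genotype effect gave 0.07 calls on average and at most 1. Divisions of the 12 measured WD arrays without regard to genotype vary more. Of 100 such divisions, 4 gave as many as 35 genes, the real one included, and the highest other gave 346. Of the 29 genes whose brightest probe was called, 26 had no overlap between the groups, with the same limit that they were called on these arrays. The gene with the largest change among these 26 was *Cyp2a12*, with a probe on chromosome 7 of mm9 from 27821770 to 27821829. It was well above background on 0 of 6 arrays on chow, 2 of 6 in Pgc1α fl/fl mice on WD and 6 of 6 in the arrays labelled iPgc1α-/-. Its log2 normalized signal was 5.11 ± 0.31 in Pgc1α fl/fl mice on WD and 7.21 ± 0.48 in the arrays labelled iPgc1α-/- (SD, n = 6), a log2 fold change of 2.09 (standard error 0.18, adjusted p = 1.6e-06 from limma with Benjamini-Hochberg adjustment). *Nnt*, a mitochondrial transhydrogenase gene with a probe on chromosome 13 from 120124335 to 120124394, was higher by 1.48 (standard error 0.10, adjusted p = 1.5e-07), from 9.97 ± 0.22 to 11.45 ± 0.11. A second probe of *Nnt* was higher by 0.61 and the remaining one was not called. The transcript AK206655 on chromosome 10 fell by 1.43 (standard error 0.15, adjusted p = 2.5e-05). *Sardh* on chromosome 2 rose by 1.27 (adjusted p = 0.000579) and *Cdkal1* on chromosome 13 by 1.26 (adjusted p = 0.0237), although the other 3 probes of *Cdkal1* were not called and its call was lost in 2 of 14 alternatives and 7 of 18 fits with 1 array left out. *Scd1* rose by 1.16 (adjusted p = 0.045), a call that 6 of 14 alternatives and 13 of 18 fits with 1 array left out did not make. The second, dimmer probe of *Scd1* was also called, at 0.80 (adjusted p = 0.0151), with overlap between the groups. *Gmcl1* on chromosome 6 fell by 1.10 (adjusted p = 0.000179) at 1 probe, while its other probe, at 0.07, was not called. *Tymp* and *Sco2*, whose probes lie 0.146 kb apart on chromosome 15, rose by 1.05 (adjusted p = 0.00241) and 0.95 (adjusted p = 0.00291). *Got1* on chromosome 19 fell by 1.01 (adjusted p = 0.000179) at its brightest probe, while its other 2 probes, at -0.73 and -0.75, were not called. Several of the 35 genes lie close together in the genome, 15 of them within 5 Mb of another, against 5.78 in random draws of tested genes. Of the genes that the paper names, genotype called 1, *Scd1*, and also 1 when adjusted over the list alone.

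**Figure D3:**
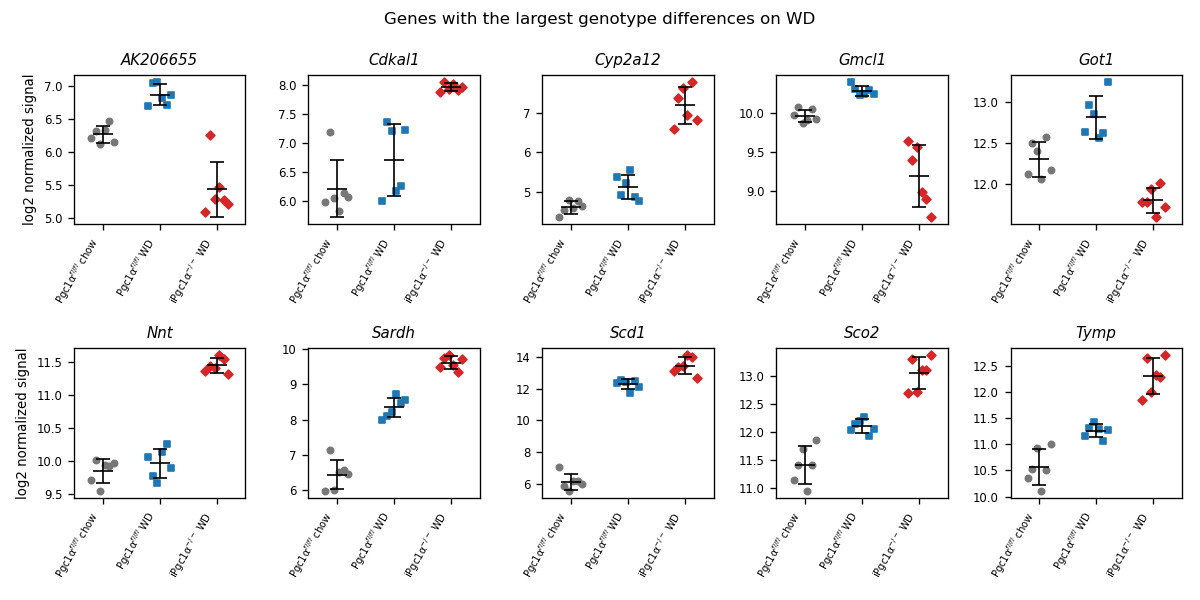
Log2 normalized signal (y axis) of the 10 genes with the largest genotype differences on WD among those without overlap at a called brightest probe, in the 3 groups (x axis). Each point is 1 mouse, horizontal marks are group means and bars the SD (n = 6). *Nnt* and *Cyp2a12* lie higher in every array labelled iPgc1α-/- than in every other array, and *Got1* and *Gmcl1* lie lower than in every Pgc1α fl/fl array on WD.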

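Among the 5 clusters formed from the 18 arrays, the largest (3630 probes) and the fourth by size (2115 probes) had higher mean z scores in the arrays labelled iPgc1α-/- than in Pgc1α fl/fl mice on WD, by 0.26 and 0.57. A list of 52 measured autophagy genes was tested with limma's camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over 12 lists and both contrasts. Of its 52 genes, 35 were higher in the arrays labelled iPgc1α-/- on WD, with a mean log2 fold change of 0.05 (adjusted p = 0.0394), and 0 passed the threshold for single genes. The mean score of the list did not separate the 6 arrays of each genotype (exact permutation test, p = 0.21). The call was lost under limma's fry (adjusted p = 0.29) and with an estimated correlation (adjusted p = 0.468). The diet moved the same list up in Pgc1α fl/fl mice by a mean of 0.16, with 38 of 52 genes higher (adjusted p = 0.00071 from camera, 0.0017 from fry and 0.226 with an estimated correlation). Of its 23 clustered genes, 14 lay in the largest cluster and 7 in the fourth.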

Genes in cluster 1 are mainly induced in iPgc1α^-/-^ animals and enriched for autophagy pathways. 

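Lower mean z scores in the arrays labelled iPgc1α-/- than in Pgc1α fl/fl mice on WD were found for the fifth cluster by size, with a difference of -0.91, and for the second, with a difference of -0.23. The fifth cluster held 965 genes, and the median log2 fold change of its probes between the genotypes was -0.23, with 8 probes called. Its mean z score was 0.75 ± 0.30 in Pgc1α fl/fl mice on chow, 0.08 ± 0.43 in Pgc1α fl/fl mice on WD and -0.83 ± 0.50 in the arrays labelled iPgc1α-/- (SD, n = 6 each). The second cluster held 2484 genes, was lower on WD than on chow with a difference of -1.29 in mean z score, and had 2 probes called for genotype. Its spread between the 6 Pgc1α fl/fl arrays on WD was 0.54 (SD). With average linkage in place of Ward's criterion, the largest genotype difference of a cluster was -1.55, in a cluster of 45 probes.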

Intriguingly, genes in cluster 3 showed a decreased expression in iPgc1α^-/-^ mice compared with Pgc1α^fl/fl^ mice, with a marked downregulation as a result of WD consumption. 

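Genes of ribosome biogenesis, translation and DNA replication were tested as lists. In Pgc1α fl/fl mice, the 63 ribosome biogenesis genes fell by a mean of 0.36 on the log2 scale on WD, with 4 of 63 higher (adjusted p = 2.4e-12 from limma's camera with Benjamini-Hochberg adjustment). The 66 translation factors and tRNA synthetases fell by a mean of 0.24 (adjusted p = 1.5e-07), the 82 ribosomal proteins by 0.16 (adjusted p = 5.7e-06) and the 43 DNA replication genes by 0.31 (adjusted p = 1.0e-05). Of the 49 clustered ribosome biogenesis genes, 43 lay in the second cluster by size, as did 21 of 22 DNA replication genes, 22 of 25 ribosomal proteins and 18 of 37 translation genes. Between the genotypes on WD, the 4 lists differed by less than the spread of the arrays. The mean log2 fold change in the arrays labelled iPgc1α-/- was -0.03 for ribosome biogenesis (24 of 63 higher, adjusted p = 0.0957), -0.01 for translation (32 of 66 higher, adjusted p = 0.431), -0.03 for ribosomal proteins (33 of 82 higher, adjusted p = 0.127) and -0.02 for DNA replication (15 of 43 higher, adjusted p = 0.535). Exact permutation tests of the list scores gave p between 0.703 and 0.872. Ribosomal proteins passed for genotype with the background-subtracted signal scaled to the 75th percentile, at a mean of -0.10 (adjusted p = 8.1e-07), and ribosome biogenesis without Pgc1α fl/fl WD replicate 3, at -0.08 (adjusted p = 0.00183). Over all lists tested with camera, the diet calls held under limma's fry except those of ribosomal proteins (adjusted p = 0.0673), DNA replication (0.0617) and oxidative phosphorylation (0.323). Of the genotype calls, fry kept that of oxidative phosphorylation (adjusted p = 0.00188). With a correlation estimated from the data, the call of the Lxr targets on WD held (adjusted p = 0.00873) and no other.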

Gene enrichment analysis revealed that genes of this cluster are mostly involved in the regulation of gene expression and translation (Fig. 2F).

As it has been described that an increased gut permeability may allow the passage of metabolites or inflammatory signals that favour the progression of liver diseases, we measured the mRNA levels of gap junction genes, known to tightly regulate paracellular permeability. The Claudin5 (*Cldn5*) gene displayed similar expression levels in all the groups analysed (Fig. S2A). Despite a reduced expression of Zonula Occuludens-1 (*Zo-1*) and Occludin (*Ocln*) in iPgc1α^-/-^ mice compared with controls in the chow diet, inconsistencies were detected between the two genotypes after WD administration (Fig. S2B). To further investigate whether the deletion of Pgc1α from the gut unbalances intestinal integrity, we measured plasma levels of FITC-conjugated dextran (Fig. S2C) and of lipopolysaccharide-binding protein (Fig. S2D), finding no differences in intestinal permeability between iPgc1α^-/-^ and Pgc1α^fl/fl^ mice in both diet conditions.

Overall, these results indicate that the ablation of Pgc1α from the intestinal epithelium drives major changes in the DNA-to-RNA process but does not impair intestinal permeability.

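Over all 32726 probes, differences between the 3 groups made up 46.2% of the total sum of squares, against 11.8% expected by chance, and differences between the slides 7.26%. The diet contrast in Pgc1α fl/fl mice took 27.9% and the genotype contrast on WD 5.79%, each against 5.88% expected by chance. In its clusters (Fig. 2F), the paper reports genes of gene expression and translation as lower and genes of autophagy as higher in iPgc1α-/- mice. It then reports the mRNA of junction genes and the plasma levels of dextran and lipopolysaccharide-binding protein (Fig. S2). From its results overall, the paper concludes that loss of Pgc1α from the intestinal epithelium drives major changes in the DNA-to-RNA process without impairing permeability. Of the junction genes, *Tjp1* differed by -0.02 on the log2 scale between the genotypes on WD (standard error 0.09, adjusted p = 0.954 from limma with Benjamini-Hochberg adjustment). *Ocln* differed by 0.07 (standard error 0.11, adjusted p = 0.853), and *Cldn2* by 0.20 (standard error 0.21, adjusted p = 0.788).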

### Intestinal-specific Pgc1α ablation protects against liver steatosis

After 2 months of WD, iPgc1α^-/-^ mice displayed less body weight gain than Pgc1α^fl/fl^ mice with comparable food consumption and a significantly lower liver-to-body weight ratio after WD feeding (Fig. 3A and B, and Fig. S3). The WAT-to-body weight ratio was affected by WD consumption, but not by genotype (Fig. 3C). Comparable levels of circulating triglycerides and cholesterol were detected among the two genotypes (Fig. 3D and E). H&E and Oil Red O staining showed a decreased lipid accumulation in iPgc1α^-/-^ mice compared with controls (Fig. 3F), consistent with a lower steatosis score and a decreased accumulation of lipid specimens (triglycerides, and total and esterified cholesterol) within the liver (Fig. 3G and H). Given that reduced insulin sensitivity is frequently associated with MASLD, we assessed the glucose response in our mice. No remarkable changes in insulin sensitivity were detected between the two genotypes in both diet conditions or in the level of plasmatic incretin glucagon-like peptide 1 (Glp-1) (Fig. S4A–E).

**Fig. 3:**
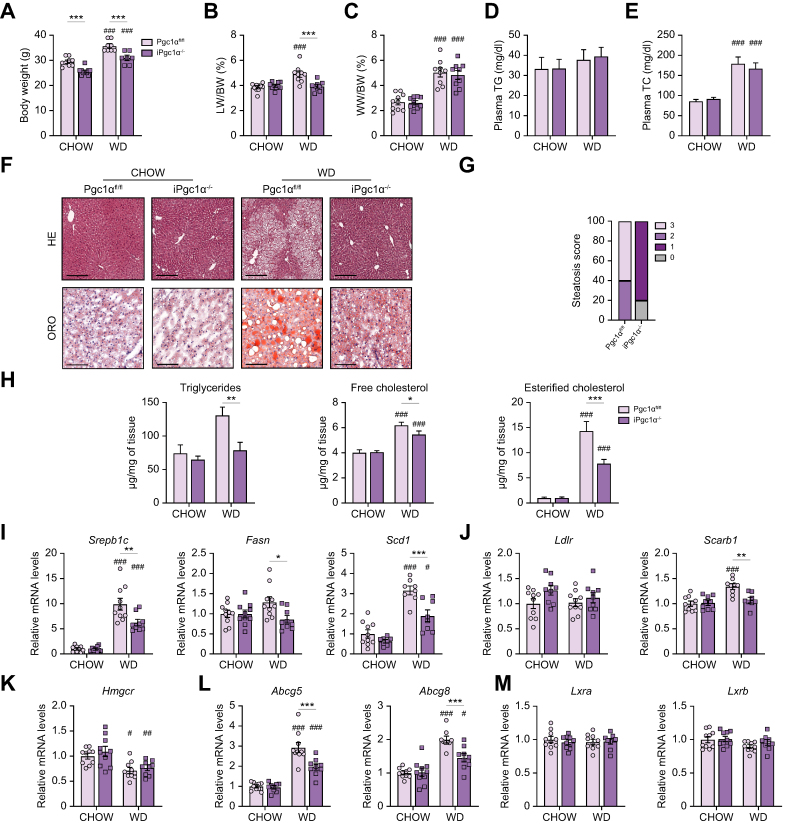
Intestinal Pgc1α ablation protects from MASLD. (A) BW. (B) Relative LW and (C) WW expressed as a percentage to BW ratio. (D) Plasma TG and (E) TC. (F) Liver section stained with H&E and Oil Red O staining (scale bar, 100 μm). (G) Liver steatosis score based on parenchymal involvement by steatosis: 0, <5%; 1, 5–33%; 2, 33-66%; and 3, >66%. (H) Hepatic neutral lipids. Hepatic relative mRNA expression of genes involved in (I) *de novo* lipogenesis and (J–M) cholesterol export/uptake. All the experiments were performed on 4-month-old iPgc1α^-/-^ and Pgc1α^fl/fl^ littermates fed a chow diet or WD for 2 months (n = 6–10 animals/group). Data are expressed as mean ± SEM. Comparison between different groups was performed using two-way ANOVA followed by Sidak’s multiple comparison tests; ∗genotype effect, ^#^diet effect (∗ or ^#^*p* <0.05; ∗∗ or ^##^*p* <0.01; ∗∗∗ or ^###^*p* <0.001). *Abcg5/8*, ATP-binding cassette G5/G8; BW, body weight; *Fasn*, fatty acid synthase; *Hmgcr*, 3-hydroxy-3-methylglutaryl-CoA reductase; *Ldlr*, LDL receptor; LW, liver weight; *Lxr*, liver X receptor; MASLD, metabolic dysfunction-associated steatotic liver disease; Pgc1α, peroxisome proliferator-activated receptor-gamma coactivator 1α; *Scarb1*, scavenger receptor class B type; *Scd1*, stearoyl-CoA desaturase 1; *Srebp1c*, sterol regulatory element-binding protein 1; TC, total cholesterol; TG, triglyceride; WD, Western diet; WW, white adipose tissue weight.

To evaluate whether the lower steatosis observed in iPgc1α^-/-^ mice was caused by changes in the synthesis of new fatty acids, we assessed the expression of Sterol regulatory element-binding protein 1 (*Srebp1c*), Fatty acid synthase (*Fasn*), and Stearoyl-CoA desaturase 1 (*Scd1*), observing a significantly decreased expression of the *de novo* lipogenesis genes in iPgc1α^-/-^ mice compared with controls (Fig. 3I). No difference was detected in the expression genes responsible for *de novo* fatty acid synthesis in WAT (Fig. S5A), thus indicating the involvement of a specific hepatic mechanism. Once absorbed by the intestine, fatty acids are primarily stored in the WAT, from where they are released during lipolysis induced by fasting, driving a specific hepatic transcriptional response.^16^ However, the expression levels of Adipose Triglyceride Lipase (*Atgl*), Hormone-Sensitive Lipase (*Hsl*), and Lipoprotein Lipase (*Lpl*) were not different between the two genotypes and are mainly modulated by diet consumption (Fig. S5B). Furthermore, to assess whether increased consumption of fatty acids by the muscle could be responsible for the observed phenotype, we measured the mRNA levels of fatty acid β-oxidation-related genes in the quadricep of our mice, finding no changes (Fig. S5C).

Next, we explored whether modifications of genes related to cholesterol metabolism were responsible for the decreased cholesterol accumulation observed. The expression of *Ldlr* and Scavenger receptor class B type (*Scarb1*), two major cholesterol importers, was mainly affected by genotype (Fig. 3J): whereas *Ldlr* levels were slightly induced in iPgc1α^-/-^ mice in both diet conditions, the induction of *Scarb1* by the WD regimen was abolished in iPgc1α^-/-^ mice as opposed to Pgc1α^fl/fl^ mice. The mRNA levels of 3-hydroxy-3-methylglutaryl-CoA reductase (*Hmgcr*), codifying for the rate-limiting enzyme of cholesterol synthesis, were affected only by the diet, but not by the genotype (Fig. 3K). Finally, the expression of genes involved in cholesterol excretion from the hepatocytes, ATP-binding cassette G5 and G8 (*Abcg5/8*), was significantly reduced in iPgc1α^-/-^ mice after WD (Fig. 3L). Altogether, this suggests that the intestinal-specific Pgc1α ablation protects against liver steatosis via modulation of liver X receptor (Lxr)-driven cholesterol and fatty acid metabolism. However, the mRNA level of *Lxrα* and *Lxrβ* did not reveal any alteration between the different groups (Fig. 3M), suggesting that the activity of Lxrs, rather than the expression, is involved in the observed phenotype. Indeed, as *Srepb1c*, *Fasn*, and *Abcg5/8* are all targets of Lxrs,^17^^,^^18^ one could speculate that intestinal Pgc1α ablation decreased hepatic Lxr transcriptional activation via a reduction of their ligands, the cholesterol derivatives oxysterols.

### Intestinal-specific Pgc1α ablation protects against steatohepatitis

To investigate whether the intestinal-specific Pgc1α ablation was still able to keep a protective phenotype in hepatic MASH, we sacrificed the mice after 4 months of diet. Consistently with steatosis data, iPgc1α^-/-^ mice fed a WD displayed lower body weight and liver-to-body weight ratio, whereas the WAT-to-body weight ratio was influenced by only the diet (Fig. 4A–C). Moreover, the plasma alanine aminotransaminase level, a recognised marker of liver damage, was less elevated in iPgc1α^-/-^ mice than in Pgc1α^fl/fl^ mice in the WD condition (Fig. 4D).

**Fig. 4:**
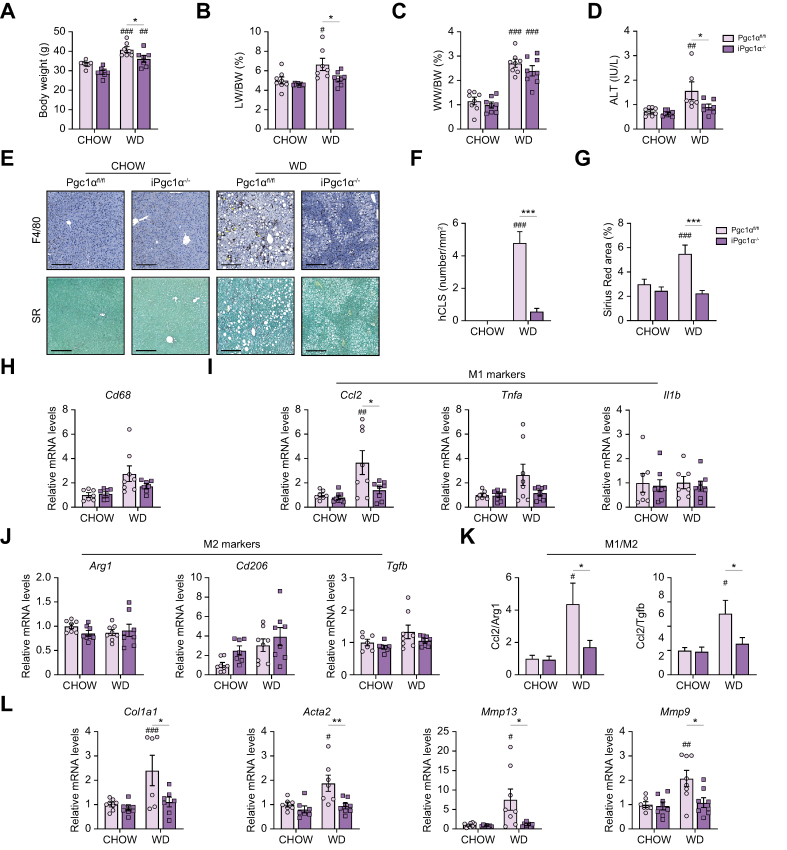
Intestinal Pgc1α ablation protects from MASH. (A) BW. (B) Relative LW and (C) WW expressed as a percentage to BW ratio. (D) ALT level in plasma. (E) Liver section immunostained for F4/80 (upper panel) or stained with SR (lower panel) (scale bar, 100 μm). Yellow arrows indicate the hCLSs. (F) Quantification of hCLS as a number per mm^2^. (G) Fibrosis quantified as the percent surface area occupied by SR-stained collagen. Hepatic relative mRNA expression of (H) Cd68 (I) M1 macrophage markers, and (J) M2 macrophage markers. (K) M1/M2 ratio. (L) Hepatic relative mRNA expression of genes involved in fibrosis. All the experiments were performed on 6-month-old iPgc1α^-/-^ and Pgc1α^fl/fl^ littermates fed a CD or WD for 4 months (n = 8 animals/group). Data are expressed as mean ± SEM. Comparison between different groups was performed using two-way ANOVA followed by Sidak's multiple comparison tests; ∗genotype effect, ^#^diet effect (∗ or ^#^*p* <0.05; ∗∗ or ^##^*p* <0.01; ∗∗∗ or ^###^*p* <0.001). *Acta2*, actin alpha 2; ALT, alanine aminotransferase; *Arg1*, Arginase 1; BW, body weight; *Ccl2*, C-C motif chemokine ligand 2; *Col1a1*, collagen type I alpha 1 chain; hCLS, hepatic crown-like structure; *I1b*, interleukin 1b; LW, liver weight; MASH, metabolic dysfunction-associated steatohepatitis; *Mmp 9/13*, matrix metalloproteinase 9/13; Pgc1α, peroxisome proliferator-activated receptor-gamma coactivator 1α; SR, Sirius Red; *Tgfb*, transforming growth factor-beta; *Tnfa*, tumor necrosis factor a; WD, Western diet; WW, white adipose tissue weight.

Inflammation and fibrosis represent two hallmarks of MASH.^6^ We first examined the distribution of liver macrophages with F4/80 immunostaining, a representative macrophage marker (Fig. 4E, upper panel). No considerable staining was detected in the liver of mice fed with a chow diet. In iPgc1α^-/-^ mice, macrophages showed a scattered distribution in the liver section. In contrast, in Pgc1α^fl/fl^ mice fed a WD, macrophages aggregated to surround hepatocytes with large lipid droplets, forming the hepatic crown-like structure (hCLS). Importantly, the hCLS represents a histological feature reflecting the extent of activation of Kupffer cells and liver fibrosis,^19^ and their number was lower in the liver of iPgc1α^-/-^ mice than in the liver of controls fed a WD (Fig. 4F), thus reflecting a diminished inflammatory and fibrotic process. In line with this, the expression of the macrophage surface marker *Cd68* was slightly decreased in iPgc1α^-/-^ mice compared with Pgc1α^fl/fl^ mice after WD feeding (Fig. 4H). Moreover, we observed a reduced mRNA level of M1 macrophage markers C-C motif chemokine ligand 2 (*Ccl2*) and tumor necrosis factor a (*Tnfa*) in iPgc1α^-/-^ mice compared with control littermates (Fig. 4I). No differences were detected for interleukin1b (*Il1b*), whose expression is negatively affected by Lxr activity,^20^ supporting once more our observations regarding the reduction of Lxr activation in iPgc1α^-/-^ mice. The analysis of M2 macrophage markers (*Cd206* and Arginase 1, *Arg1*) revealed a trend to increase in iPgc1α^-/-^ mice compared with controls, although not significant (Fig. 4J). A trend towards reduction in the expression of the hepatic stellate cell inducer transforming growth factor-beta (*Tgfb*) was detected in iPgc1α^-/-^ mice compared with control littermates. To understand whether a different macrophage polarisation may be involved in our phenotype, we calculated the ratio between M1 and M2 macrophage markers (Fig. 4K). Interestingly, we observed that whereas Pgc1α^fl/fl^ mice displayed an increased macrophage polarisation towards the M1 phenotype, usually associated with inflammation, iPgc1α^-/-^ mice showed a significant reduction in the M1/M2 ratio, suggesting the occurrence of a more anti-inflammatory phenotype. Then, to dissect fibrosis, we examined collagen deposition in the liver of our mice. iPgc1α^-/-^ mice fed a WD presented lower fibrosis than the control counterpart, as indicated by the Sirius Red staining (Fig. 4E and G) and the reduced mRNA level of genes involved in fibrosis (Fig. 4L). Overall, these data demonstrated that the intestinal-specific Pgc1α ablation confers protection also against liver fibrosis and inflammation.

### Intestinal-specific Pgc1α ablation does not impair intestinal fatty acid absorption

The results obtained prompted us to investigate whether an impaired absorption of fatty acids driven by the absence of Pgc1α may explain the protective hepatic phenotype. To this end, we assessed the expression of the major fatty acid transporters in the intestine (Fig. 5A). WD feeding increases the mRNA levels of all the genes evaluated. Although no differences were observed for Fatty Acid Translocase (*Fat/Cd36*), Fatty Acid Binding Protein 1 (*Fabp1*), and Microsomal Triglyceride Transfer Protein (*Mttp*) between the two genotypes, the mRNA levels of Fatty Acid Transporter 4 (*Fatp4*) were significantly decreased in iPgc1α^-/-^ mice fed a WD compared with controls. However, the oral lipid tolerance test did not display any difference in fatty acid absorption among the two genotypes in both diets (Fig. 5B). Moreover, the intestinal triglyceride level difference is comparable between the groups (Fig. 5C). A possible explanation may reside in the low expression of fatty acid β-oxidation genes driven by the absence of Pgc1α (Fig. 5D). Finally, we checked the level of genes involved in the *de novo* lipogenesis process (*Srebp1c, Fasn, and Scd1*), but the main differences observed were attributable more to the diet than to the genotype (Fig. 5E). Therefore, we may assume that Pgc1α does not affect intestinal fatty acid absorption.

**Fig. 5:**
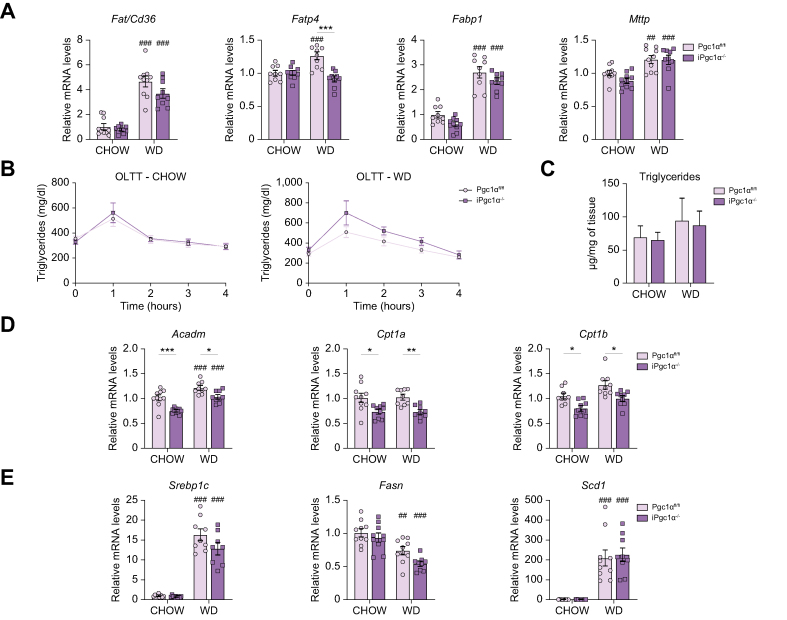
Intestinal Pgc1α ablation does not impair fatty acid absorption. (A) Intestinal relative mRNA expression of genes involved in fatty acid absorption. (B) OLTT after a bolus of intralipid. (C) Intestinal triglyceride. (D) Intestinal relative mRNA expression of genes involved in fatty acid β-oxidation. (E) Intestinal relative mRNA expression of genes involved in *de novo* lipogenesis. All the experiments were performed on 4-month-old iPgc1α^-/-^ and Pgc1α^fl/fl^ littermates fed a chow diet or WD for 2 months (n = 10 animals/group). Data are expressed as mean ± SEM. Comparison between different groups was performed using two-way ANOVA followed by Sidak’s multiple comparison tests; ∗genotype effect, ^#^diet effect (∗ or ^#^*p* <0.05; ∗∗ or ^##^*p* <0.01; ∗∗∗ or ^###^*p* <0.001). *Acadm*, acyl-CoA dehydrogenase medium chain; *Cpt1a/b*, carnitine palmitoyltransferase 1a/b; *Fabp1*, fatty acid-binding protein 1; *Fasn*, fatty acid synthase; *Fat/Cd36*, fatty acid translocase; *Fatp4*, fatty acid transporter 4; *Mttp*, microsomal triglyceride transfer protein; OLTT, oral lipid tolerance test; Pgc1α, peroxisome proliferator-activated receptor-gamma coactivator 1α; *Scd1*, stearoyl-CoA desaturase 1; *Srebp1c*, sterol regulatory element-binding protein 1; WD, Western diet.

### Intestinal-specific Pgc1α ablation impairs cholesterol absorption

Given that we observed a reduction in the content of both cholesterol and esterified cholesterol in the liver of iPgc1α^-/-^ mice fed a WD, we wonder whether Pgc1α may be implicated in intestinal cholesterol trafficking. To this end, we measured the expression of genes regulating both cholesterol excretion and uptake in the intestine. Specifically, we analysed *Abcg5/8*, codifying for the sterol transporters that prevent the accumulation of dietary sterols, and ATP-binding cassette A1 (*Abca1*), which directly mediates cholesterol transport towards plasma HDL. The expression of all those genes was affected by WD regimen, but not by genotype (Fig. 6A). On the contrary, the level of *Scarb1* was diminished only in the enterocytes of iPgc1α^-/-^ mice fed a chow diet compared with control mice, whereas no changes were detected during WD (Fig. 6B). As Scarb1 does not cause overall intestinal cholesterol absorption *in vivo*,^21^ we analysed Niemann–Pick C1-like 1 (*Npc1l1*) mRNA level, which translates for a cholesterol transporter in the small intestine, finding a statistically significative reduction of this mRNA in iPgc1α^-/-^ mice fed a WD compared with controls (Fig. 6C). No difference was detected in the intestinal cholesterol content, suggesting similar cholesterol retention between the two genotypes (Fig. 6D). To further validate this observation, we directly assessed the absorption of exogenous cholesterol by measuring serum fluorescence following oral delivery of a fluorescently labelled cholesterol mimetic. The ablation of Pgc1α correlates with a significantly decreased serum fluorescence after 8 h from administration (Fig. 6E), thus indicating an impaired cholesterol absorption in iPgc1α^-/-^ mice.

**Fig. 6:**
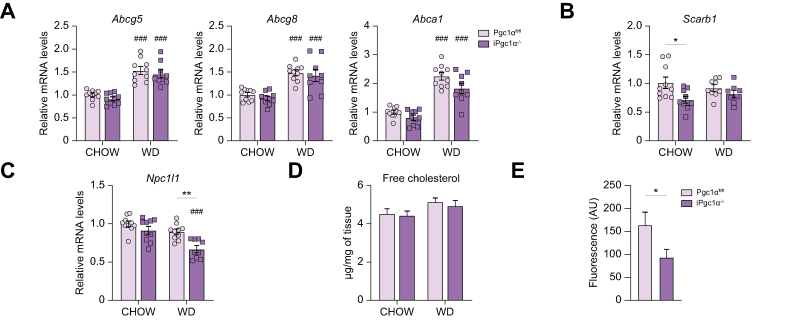
Intestinal Pgc1α ablation impairs cholesterol uptake. (A–C) Intestinal relative mRNA expression of genes involved in cholesterol transport. (D) Intestinal free cholesterol. (E) Exogenous absorption of TopFluor cholesterol assessed after 8 h from administration. All the experiments were performed on 4-month-old iPgc1α^-/-^ and Pgc1α^fl/fl^ littermates fed a chow diet or WD for 2 months (n = 6–10 animals/group). Data are expressed as mean ± SEM. Comparison between different groups was performed using two-way ANOVA followed by Sidak's multiple comparison test or using Mann–Whitney *U* test; ∗genotype effect, ^#^diet effect (∗ or ^#^*p* <0.05; ∗∗ or ^##^*p* <0.01; ∗∗∗ or ^###^*p* <0.001). *Abca1*, ATP-binding cassette A1; *Abcg5/8*, ATP-binding cassette G5/G8; *Npc1l1*, Niemann–Pick C1-like 1; Pgc1α, peroxisome proliferator-activated receptor-gamma coactivator 1α; *Scarb1*, scavenger receptor class B type; WD, Western diet.

## Discussion

A critical aspect in the pathogenesis of hepatic steatosis is the development of inflammatory and fibrotic processes, which facilitate the progression towards severe liver diseases, such as cirrhosis and cancer.

The accumulation of harmful lipids is one of the factors that predispose the liver to develop steatohepatitis and its sequelae. It is worth noting that not all the classes of lipids drive lipotoxicity mechanisms, intimately associated with the establishment of chronic inflammation.^6^ Excessive availability of cholesterol in the hepatocytes has deleterious effects, promoting cell damage and activating the fibrotic pathway.^4^^,^^5^

Although cholesterol can be endogenously synthesised, this process is disadvantageous for the cell, as it requires a considerable energetic expense. By contrast, large amounts of cholesterol can be easily accessed from the diet. In this view, the small intestine plays a unique role in cholesterol homoeostasis,^22^ by regulating cholesterol absorption and excretion. Npc1l1 is the rate-limiting transporter of cholesterol in the small intestine, thus representing the pivotal regulator of cholesterol uptake from the gut lumen and – more in general – of systemic cholesterol homoeostasis. In humans, NPC1L1 is mainly expressed in the liver and the gut, but in murine models, its expression is limited to the gut.^23^ Therefore, modifications in the activity of this transporter are directly attributable to the intestine.

Ezetimibe is an antihypercholesterolaemic drug that disrupts the structural cluster formed by NCP1L1 and cholesterol, thus leading to the inhibition of NPC1L1 functions.^24^ Both genetic and pharmacological inactivation of Npc1l1 counteract the development of hepatic steatosis in mice fed high-fat diets, by decreasing the amount of hepatic cholesterol.^25^^,^^26^ Moreover, also in humans, the ezetimibe treatment improves hepatic steatosis and inflammation in either obese individuals or non-obese ones with MASH,[27], [28], [29] although the results are not consistent with other clinical trials.^30^

In the current study, we found that an increased intestinal Pgc1α expression is associated with hepatic lipid accumulation, inflammation, and fibrotic processes in both humans and mice, thus priming the progression of metabolic liver diseases. The generation of a mouse model in which Pgc1α is specifically deleted from the gut reveals that the ablation of the coactivator does not impair intestinal architecture or gut permeability. Although this may appear contradictory with a previous study in which the expression of Pgc1α homologue was necessary to regulate intestinal integrity in old flies,^12^ it has to be considered that our work was carried out in mice not older than 4–6 months and that ageing may be a crucial aspect to keep in consideration.

When we challenged the mice with a WD, we observed a dramatic reduction of hepatic steatosis, as a result of the lower accumulation of cholesterol and triglycerides in the hepatocytes (Fig. 3). Consistently, prolonged exposure to the diet results in lower hepatic inflammation and fibrosis, two aspects of MASH. Importantly, these effects seem to be driven specifically by the gut, given that we did not detect any alteration in systemic lipid disposal, as *de novo* lipogenesis or lipolysis processes in the WAT or altered fatty acid oxidation in the muscle. Remarkably, whereas we did not find any difference in the intestinal uptake of fatty acids, we observed a significant reduction of *Npc1l1* in the small intestine of animals lacking Pgc1α fed a WD, which led to an impaired cholesterol absorption (Fig. 6). The expression of *Npc1l1* is regulated by different transcription factors and nuclear receptors, including the Peroxisome proliferator-activated receptor α (Pparα), the Sterol regulatory element-binding protein 2 (Srebp2), and the Hepatocyte Nuclear Factor 4α (Hnf4α). Using HepG2 immortalised cell line, it has been demonstrated that *Npc1l1* expression can be induced either by Pparα/Retinoid X receptor-α (Rxrα) dimer or by Srebp2/Hnf4α dimer.^31^^,^^32^ It is well recognised that Pgc1α acts as a coactivator of both Pparα and Hnf4α.^33^^,^^34^ And, indeed, Pgc1α boosts the activity of Pparα/Rxrα and Srebp2/Hnf4α, stimulating the activation of *Npc1l1* transcription.^32^ Although we did not assay these specific interactions in our study, this mechanism appears the most reliable one. Indeed, in our intestinal cells, we detected a significantly decreased expression of Pparα-regulated genes involved in fatty acid oxidation (Fig. 5D). However, we did not observe a reduction of *Fabp1* gene expression, as recently described, thus suggesting that probably other cofactors are needed to regulate that pathway.^7^

Several pieces of evidence demonstrated that dietary cholesterol promotes the hepatic build-up not only of cholesterol but also of triglyceride.^35^ Our findings on iPgc1α^-/-^ mice are in line with these observations. Indeed, the decreased cholesterol uptake from the gut results in a significant reduction of triglyceride accumulation in the liver as a result of a lower synthesis of new fatty acids. To note, ezetimibe treatment protects from MASLD by inhibiting Srebp1c, the master regulator of *de novo* lipogenesis.^36^ It is possible that by inhibiting the intestinal cholesterol uptake, a downregulation of *Npc1l1* expression reduces cholesterol-dependent Lxr activation in the liver and the consequent induction of hepatic lipogenesis.[37], [38], [39] In our model, the expression of Lxrs target genes related to *de novo* lipogenesis as well as cholesterol secretion in the liver is impaired, thus corroborating the idea that the lack of Pgc1α in the gut disrupts the intestinal *Npc1l1* expression and reduces intestinal cholesterol absorption and subsequent hepatic lipid content via downregulation of Lxr transcriptome.

Recently, various compounds that target Pgc1α have been developed, and the beneficial effects on different conditions have been effectively evaluated. Among them, the small inhibitor SR-18292 improved the metabolic outcome of diabetes type 2, a condition frequently associated with MASLD and its sequelae, by blocking the gluconeogenic pathway and, more in particular, displacing the interaction between Pgc1α and Hnf4α.^40^ Although the effects of this drug on the intestine have not been tested yet, it would be interesting to see whether they can disrupt the interaction between Pgc1α and Hnf4α also in the enterocytes, thus leading to lower *Npc1l1* expression.

In humans and mice, intestinal Pgc1α induction may be another culprit that drives WD-mediated liver steatosis and fibrosis. In the present study, we showed that enterocytes’ specific ablation of Pgc1α protects from hepatic steatosis and fibrosis driven by the WD via a reduction of intestinal cholesterol absorption, and subsequent decrease of cholesterol and *de novo* fatty acid accumulation in the liver.

## Financial support

EP is funded by PON-AIM1853334, Attività 2-Linea 1. HG and NL are funded by Grant IMAGINE (ANR-20-CE14) from ANR. AM is funded by MIUR-PRIN n.2017J3E2W2; MIUR-PON ‘R&I’ 2014-2020 n. ARS01_01220; AIRC IG 2019 Id. 23239; HDHL-INTIMIC FATMAL-MIUR; and CN00000041, CUP H93C22000430007, Project title ‘National Center for Gene Therapy and Drugs based on RNA Technology’. The project is funded under the National Recovery and Resilience Plan (NRRP), Mission 4, Component 2 Investment 1.4 – Call for tender no. 3138 of 16/12/2021 of the Italian Ministry of University and Research funded by the European Union – NextGenerationEU.

## Authors’ contributions

Conceptualisation: EP, GV, AM. Data curation and formal analysis: EP, AP, YL. Investigation: EP, MA, MLM, MC, JB. Resources: HG, NL, AM. Visualisation: EP. Writing – original draft: EP, AM. Supervision: AM.

## Data availability statement

The authors confirm that the data supporting the findings of this study are available within the article and/or its Supplementary materials and methods. Any additional data are available from the corresponding authors upon reasonable request. The data reported in this work have been uploaded to the Gene Expression Omnibus (GEO) database under accession number GSE227610.

## Conflicts of interest

All authors declare no conflict of interest.

Please refer to the accompanying ICMJE disclosure forms for further details.

## References

[1] Younossi Z., Anstee Q.M., Marietti M., Hardy T., Henry L., Eslam M. (2018). Global burden of MASLD and MASH: trends, predictions, risk factors and prevention. Nat Rev Gastroenterol Hepatol.

[2] Hafeez S., Ahmed M.H. (2013). Bariatric surgery as potential treatment for nonalcoholic fatty liver disease: a future treatment by choice or by chance?. J Obes.

[3] Horn C.L., Morales A.L., Savard C., Farrell G.C., Ioannou G.N. (2022). Role of cholesterol-associated steatohepatitis in the development of MASH. Hepatol Commun.

[4] Ioannou G.N., Lee S.P., Linsley P.S., Gersuk V., Yeh M.M., Chen Y.Y. (2022). *Pcsk9* deletion promotes murine nonalcoholic steatohepatitis and hepatic carcinogenesis: role of cholesterol. Hepatol Commun.

[5] Wang X., Cai B., Yang X., Sonubi O.O., Zheng Z., Ramakrishnan R. (2020). Cholesterol stabilizes TAZ in hepatocytes to promote experimental non-alcoholic steatohepatitis. Cell Metab.

[6] Marra F., Svegliati-Baroni G. (2018). Lipotoxicity and the gut–liver axis in MASH pathogenesis. J Hepatol.

[7] Yan T., Luo Y., Yan N., Hamada K., Zhao N., Xia Y. (2023). Intestinal peroxisome proliferator-activated receptor ɑ-fatty acid-binding protein 1 axis modulates nonalcoholic steatohepatitis. Hepatology.

[8] Ducheix S., Piccinin E., Peres C., Garcia-Irigoyen O., Bertrand-Michel J., Fouache A. (2022). Reduction in gut-derived MUFAs via intestinal stearoyl-CoA desaturase 1 deletion drives susceptibility to MASLD and hepatocarcinoma. Hepatol Commun.

[9] Piccinin E., Villani G., Moschetta A. (2019). Metabolic aspects in MASLD, MASH and hepatocellular carcinoma: the role of PGC1 coactivators. Nat Rev Gastroenterol Hepatol.

[10] D'Errico I., Lo Sasso G., Salvatore L., Murzilli S., Martelli N., Cristofaro M. (2011). Bax is necessary for PGC1ɑ pro-apoptotic effect in colorectal cancer cells. Cell Cycle.

[11] D'Errico I., Salvatore L., Murzilli S., Lo Sasso G., Latorre D., Martelli N. (2011). Peroxisome proliferator-activated receptor-γ coactivator 1-ɑ (PGC1ɑ) is a metabolic regulator of intestinal epithelial cell fate. Proc Natl Acad Sci U S A.

[12] Rera M., Bahadorani S., Cho J., Koehler C.L., Ulgherait M., Hur J.H. (2011). Modulation of longevity and tissue homeostasis by the *Drosophila* PGC-1 homolog. Cell Metab.

[13] Cunningham K.E., Vincent G., Sodhi C.P., Novak E.A., Ranganathan S., Egan C.E. (2016). Peroxisome proliferator-activated receptor-γ coactivator 1-ɑ (PGC1ɑ) protects against experimental murine colitis. J Biol Chem.

[14] Pardo R., Enguix N., Lasheras J., Feliu J.E., Kralli A., Villena J.A. (2011). Rosiglitazone-induced mitochondrial biogenesis in white adipose tissue is independent of peroxisome proliferator-activated receptor γ coactivator-1ɑ. PLoS One.

[15] Ben-Zvi D., Meoli L., Abidi W.M., Nestoridi E., Panciotti C., Castillo E. (2018). Time-dependent molecular responses differ between gastric bypass and dieting but are conserved across species. Cell Metab.

[16] Fougerat A., Schoiswohl G., Polizzi A., Regnier M., Wagner C., Smati S. (2022). ATGL-dependent white adipose tissue lipolysis controls hepatocyte PPARɑ activity. Cell Rep.

[17] Repa J.J., Berge K.E., Pomajzl C., Richardson J.A., Hobbs H., Mangelsdorf D.J. (2002). Regulation of ATP-binding cassette sterol transporters ABCG5 and ABCG8 by the liver X receptors ɑ and β. J Biol Chem.

[18] Repa J.J., Liang G., Ou J., Bashmakov Y., Lobaccaro J.M., Shimomura I. (2000). Regulation of mouse sterol regulatory element-binding protein-1c gene (SREBP-1c) by oxysterol receptors, LXRɑ and LXRβ. Genes Dev.

[19] Ioannou G.N., Haigh W.G., Thorning D., Savard C. (2013). Hepatic cholesterol crystals and crown-like structures distinguish MASH from simple steatosis. J Lipid Res.

[20] Thomas D.G., Doran A.C., Fotakis P., Westerterp M., Antonson P., Jiang H. (2018). LXR suppresses inflammatory gene expression and neutrophil migration through cis-repression and cholesterol efflux. Cell Rep.

[21] Altmann S.W., Davis H.R., Yao X., Laverty M., Compton D.S., Zhu L.J. (2002). The identification of intestinal scavenger receptor class B, type I (SR-BI) by expression cloning and its role in cholesterol absorption. Biochim Biophys Acta.

[22] Lo Sasso G., Murzilli S., Salvatore L., D'Errico I., Petruzzelli M., Conca P. (2010). Intestinal specific LXR activation stimulates reverse cholesterol transport and protects from atherosclerosis. Cell Metab.

[23] Altmann S.W., Davis H.R., Zhu L.J., Yao X., Hoos L.M., Tetzloff G. (2004). Niemann–Pick C1 like 1 protein is critical for intestinal cholesterol absorption. Science.

[24] Hu M., Yang F., Huang Y., You X., Liu D., Sun S. (2021). Structural insights into the mechanism of human NPC1L1-mediated cholesterol uptake. Sci Adv.

[25] Davies J.P., Scott C., Oishi K., Liapis A., Ioannou Y.A. (2005). Inactivation of NPC1L1 causes multiple lipid transport defects and protects against diet-induced hypercholesterolemia. J Biol Chem.

[26] Nozaki Y., Fujita K., Yoneda M., Wada K., Shinohara Y., Takahashi H. (2009). Long-term combination therapy of ezetimibe and acarbose for non-alcoholic fatty liver disease. J Hepatol.

[27] Chan D.C., Watts G.F., Gan S.K., Ooi E.M., Barrett P.H. (2010). Effect of ezetimibe on hepatic fat, inflammatory markers, and apolipoprotein B-100 kinetics in insulin-resistant obese subjects on a weight loss diet. Diabetes Care.

[28] Enjoji M., Machida K., Kohjima M., Kato M., Kotoh K., Matsunaga K. (2010). NPC1L1 inhibitor ezetimibe is a reliable therapeutic agent for non-obese patients with nonalcoholic fatty liver disease. Lipids Health Dis.

[29] Yoneda M., Fujita K., Nozaki Y., Endo H., Takahashi H., Hosono K. (2010). Efficacy of ezetimibe for the treatment of non-alcoholic steatohepatitis: an open-label, pilot study. Hepatol Res.

[30] Loomba R., Sirlin C.B., Ang B., Bettencourt R., Jain R., Salotti J. (2015). Ezetimibe for the treatment of nonalcoholic steatohepatitis: assessment by novel magnetic resonance imaging and magnetic resonance elastography in a randomized trial (MOZART trial). Hepatology.

[31] Iwayanagi Y., Takada T., Suzuki H. (2008). HNF4ɑ is a crucial modulator of the cholesterol-dependent regulation of NPC1L1. Pharm Res.

[32] Iwayanagi Y., Takada T., Tomura F., Yamanashi Y., Terada T., Inui K. (2011). Human NPC1L1 expression is positively regulated by PPARɑ. Pharm Res.

[33] Rhee J., Ge H., Yang W., Fan M., Handschin C., Cooper M. (2006). Partnership of PGC-1ɑ and HNF4ɑ in the regulation of lipoprotein metabolism. J Biol Chem.

[34] Vega R.B., Huss J.M., Kelly D.P. (2000). The coactivator PGC-1 cooperates with peroxisome proliferator-activated receptor ɑ in transcriptional control of nuclear genes encoding mitochondrial fatty acid oxidation enzymes. Mol Cell Biol.

[35] Jia L., Betters J.L., Yu L. (2011). Niemann-pick C1-like 1 (NPC1L1) protein in intestinal and hepatic cholesterol transport. Annu Rev Physiol.

[36] Wang X., Sugimoto K., Fujisawa T., Shindo N., Minato S., Kamada Y. (2014). Novel effect of ezetimibe to inhibit the development of non-alcoholic fatty liver disease in Fatty Liver Shionogi mouse. Hepatol Res.

[37] Janowski B.A., Willy P.J., Devi T.R., Falck J.R., Mangelsdorf D.J. (1996). An oxysterol signalling pathway mediated by the nuclear receptor LXRɑ. Nature.

[38] Grefhorst A., Elzinga B.M., Voshol P.J., Plosch T., Kok T., Bloks V.W. (2002). Stimulation of lipogenesis by pharmacological activation of the liver X receptor leads to production of large, triglyceride-rich very low density lipoprotein particles. J Biol Chem.

[39] Betters J.L., Yu L. (2010). NPC1L1 and cholesterol transport. FEBS Lett.

[40] Sharabi K., Lin H., Tavares C.D.J., Dominy J.E., Camporez J.P., Perry R.J. (2017). Selective chemical inhibition of PGC-1ɑ gluconeogenic activity ameliorates type 2 diabetes. Cell.

# Supplementary material for: Intestinal Pgc1α ablation protects from liver steatosis and fibrosis
**Source:** JHEP Rep. 2023 Jul 19;5(11):100853. doi: 10.1016/j.jhepr.2023.100853
**Supplement:** Multimedia component 1

## Supplementary Material

### Intestinal Pgc1 $\alpha$ ablation protects from liver steatosis and fibrosis

Elena Piccinin <sup>1,2</sup>, Maria Arconzo <sup>2</sup>, Maria Laura Matrella <sup>1</sup>, Marica Cariello <sup>2</sup>, Arnaud Polizzi <sup>3</sup>, Yannick Lippi <sup>3</sup>, Justine Bertrand-Michel <sup>4</sup>, Hervé Guillou <sup>3</sup>, Nicolas Loiseau <sup>3</sup>, Gaetano Villani <sup>1</sup>, Antonio Moschetta<sup>2,5\*</sup>

<sup>4</sup> MetaboHUB-MetaToul, National Infrastructure of Metabolomics and Fluxomics, Toulouse, France

#### Table of contents

|                                 |                                       |
|---------------------------------|---------------------------------------|
| <b>Supplementary Methods</b>    | 2                                     |
| <b>Supplementary Figure 1</b>   | 8                                     |
| <b>Supplementary Figure 2</b>   | 9                                     |
| <b>Supplementary Figure 3</b>   | 10                                    |
| <b>Supplementary Figure 4</b>   | 11                                    |
| <b>Supplementary Figure 5</b>   | 12                                    |
| <b>Supplementary Table 1</b>    | 13                                    |
| <b>Supplementary Table 2</b>    | 13                                    |
| <b>Supplementary References</b> | 14                                    |
| <b>CTAT methods</b>             | Errore. Il segnalibro non è definito. |

## **Supplementary Methods**

### ***Intestinal Permeability Assay***

*In vivo* intestinal permeability was assessed using fluorescein isothiocyanate (FITC)-conjugated dextran (Sigma-Aldrich, USA; molecular mass 3–5 kDa). Mice were gavaged with 0.6mg/g body weight of FITC. After 4h blood was collected via submandibular puncture, and serum was collected by centrifugation. Serum fluorescence intensely correlating with intestinal permeability was measured in serum with the Microplate fluorometer VICTORTM EnLiteTM (PerkinElmer, Italy). Serum FITC concentration was calculated for each sample.

### ***Glucose tolerance and insulin tolerance tests***

For glucose tolerance tests, mice were fasted overnight before receiving an oral gavage with glucose at 2g/kg body weight. Blood glucose levels were measured before glucose administration (t=0) and then at times 15, 30, 60, and 120 minutes. For insulin tolerance tests, mice were fasted for 6h prior intraperitoneally injected with insulin at 0.5U/kg body weight. Blood glucose levels were measured before insulin administration (t=0) and then at times 15, 30, 60, and 120 minutes.

### ***Insulin and GLP-1 assays***

Mice were fasted overnight before receiving an oral gavage with glucose at 2g/kg body weight. Blood was collected from the submandibular vein a time 0, 15, and 30 minutes using Microvette serum tubes (Starsted, Germany). Insulin was assessed using Mouse Insulin ELISA (Mercodia, Sweden), following the manufacturer's instructions. GLP-1 levels were measured with Multi Species GLP-1 Total ELISA (Merck, Germany) following the manufacturer's instructions.

### ***Oral lipid tolerance test***

Mice were fasted overnight before receiving an oral gavage of intralipid 20 (Sigma-Aldrich, USA) 10mL/kg body weight. Blood was then collected from the tail vein and centrifuged (1000×g, 10 min at 4°C) to obtain plasma before and at 60, 120, 180, and 240 minutes after the administration of the oil. Plasma triglyceride levels were immediately measured using a commercial kit (Sentinel Diagnostic, Italy).

### ***Cholesterol transport assay***

Intestinal uptake of cholesterol was measured using TopFluor-cholesterol (Avanti Polar Lipids, Alabaster, AL) in mice fed a chow diet. To mimic intestinal lipid processing, a lipid mixture of TopFluor-cholesterol (8 µg/gm body weight), phospholipids (Sigma-Aldrich, St. Louis, MO), and taurocholate (Sigma-Aldrich, St. Louis, MO) was obtained, generating a so-called a bile model [1]. To this mixture, methyl-β-cyclodextrin (Sigma-Aldrich, St. Louis, MO) was added since it is necessary to deplete already present plasma membrane cholesterol [2]. Blood was collected from the submandibular vein using Microvette serum tubes (Starsted, Germany) at times 0 and 8 hours. Serum fluorescence was read at Microplate fluorometer VICTORTM EnLiteTM (PerkinElmer, Italy). Samples with detectable hemolysis were excluded from the analysis.

### ***Organs and blood sampling***

At of sacrifice, tissues were removed, dissected, snap-frozen in liquid nitrogen, and stored at -80°C until use. For the ileum section, the isolation of single cells was performed by a modification of the Weiser method, as previously described [3, 4]. Briefly, the ileum was harvested, washed with a cold saline solution, and cut longitudinally. To remove the luminal content, the ileum was transferred into Hank's balanced salt solution with 0.5 mM DTT. Then, ileum was placed into 20 ml of Chelating Buffer (Na<sub>2</sub>PO<sub>4</sub> 5mM, NaCl 96mm, Na Citrate27mM, KH<sub>2</sub>PO<sub>4</sub> 8mM, KCl 1.5 mm, D-Sorbitol 55mM, Sucrose 44mM, DTT 0.5 mM), and incubated at 4°C with constant stirring for 20 minutes and the supernatant was collected. After, the ileum was transferred into a 50ml tube with 15 ml of Chelating buffer, gently shaken by hand (30 inversions) and the supernatant was collected. This operation was repeated eight times. All collected supernatants were centrifuged at 1000g, washed with cold saline buffer, and then stored at -80°C. Blood was collected by cardiac puncture using heparin-coated syringes. Plasma was prepared by centrifugation (1000×g, 10 min at 4°C) and kept at -80°C until use.

### ***Measurement of Endogenous Respiratory Fluxes in Intact Enterocytes***

Respiration rates were measured polarographically with a Clark-type oxygen electrode in a water-jacketed chamber (Hansatech Instruments), magnetically stirred at 37 °C as previously described [3]. Briefly, pooled fractions of freshly isolated enterocytes were collected by centrifugation and then were transferred into the polarographic chamber at 1–2 mg of protein/mL in TD buffer [0.137 M NaCl, 5 mM KCl, 0.7 mM Na<sub>2</sub>HPO<sub>4</sub>, 25 mM Tris·HCl (pH 7.4)] air-equilibrated at 37 °C. The respiration rate by endogenous substrates was read directly (endogenous respiration) and after the addition of 60 µM 2,4-dinitrophenol

(uncoupled respiration). The in-situ cytochrome c oxidase activity (A-T) was measured as the KCN-sensitive oxygen consumption rate elicited by 10 mM sodium ascorbate + 0.4 mM N,N,N',N'-tetramethyl-phenylenediamine in the presence of antimycin A.

### **Gene Expression**

For the liver, ileum single cells, and gastrocnemius, total RNA was extracted with Qiazol reagent (Qiagen, Germany). For inguinal white adipose tissue, total RNA was extracted using the RNeasy Lipid Tissue Mini Kit (Qiagen, Germany), following the instructions. 1-2 µg of total RNA were treated with DNase (Thermo Fisher Scientific, USA) and retrotranscribed to cDNA using the High Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, Massachusetts, USA) following the manufacturer's instructions. qPCR assays were performed in 96-well plates using the Master Mix Power SYBR Green (Thermo Fisher Scientific, USA) via the QuantStudio5 machine (Thermo Fisher Scientific, USA), and the first analysis was performed using the QuantStudio Design & Analysis. Relative quantification was calculated via the  $\Delta\Delta CT$  method, using Tbp (TATA-binding protein) as a reference gene. All the primers used in this study are listed in Supplementary Table 1.

Transcriptome profiles were obtained for 6 intestinal samples per group at the GeT-TRiX facility (GénoToul, Génopole Toulouse Midi-Pyrénées) using Sureprint G3 Mouse GE v2 microarrays (8 3 60K, design 074809, Agilent Technologies), according to the manufacturer's instructions. For each sample, Cyanine-3 (Cy3) labelled cRNA was prepared from 200 ng of total RNA using the One-Color Quick Amp Labeling kit (Agilent Technologies), according to the manufacturer's instructions, followed by Agencourt RNAClean XP (Agencourt Bioscience Corporation, Beverly, Massachusetts). Dye incorporation and cRNA yield were determined using a Dropsense 96 UV/VIS droplet reader (Trinean, Belgium). Next, 600 ng of Cy3-labeled cRNA were hybridized on the microarray slides, following the manufacturer's instructions. Immediately after washing, slides were scanned on an Agilent G2505C Microarray Scanner using Agilent Scan Control A.8.5.1 software, and the fluorescence signal was extracted using Agilent Feature Extraction software v10.10.1.1 with default parameters. Microarray data and experimental details are available in NCBI's Gene Expression Omnibus (GEO) database (accession numbers GSE227610).

Publicly available mRNA expression profiles were obtained by gene expression omnibus (GEO Accession Number: GSE113819, [www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE113819](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE113819)). Specifically, since the search terms "NAFLD" OR "NASH" OR "liver steatosis" OR "steatohepatitis" AND "small intestine" AND "homo sapiens" do not retrieve any information, we used the search terms "obesity"

AND “small intestine” AND “homo sapiens”, recovering 7 different datasets. Datasets with specimens from other organisms, expression profiles by RT-qPCR or RNA sequencing, or the absence of a clear control group were excluded.

### ***Microarray Analysis***

Microarray data were analyzed using R and Bioconductor packages [5]. Raw data (median signal intensity) were filtered, log<sub>2</sub> transformed, corrected for batch effects (microarray washing bath and labelling serials), and normalized using the qsmooth method [6]. 

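The qsmooth method sets each array's distribution of signals to a weighted mean of the distribution over all arrays and the one over the arrays of its own group, with a weight for every quantile. Computed here on 18 arrays, the weight of the shared distribution lay between 0.797 and 0.964 (median 0.867), so that most of the normalization was common to the groups. The authors also deposited a table of log2 values for 33095 probes, with 90 missing cells. Each of its 18 columns correlated with the log2 median signal of its own array, with a Pearson r of at least 0.99966. The authors' values differed from the median signal normalized here by plain quantile normalization with an SD of 0.00964 on the log2 scale (median over arrays), and from the qsmooth values with an SD of 0.0114. Of the probes tested here, 32469 were in the table. With the authors' values in place of the normalization done here, 1938 genes were called for diet and 33 for genotype on WD. Of these, 1884 and 33 were also called from the scanner files.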

A model was fitted using the limma lmFit function [7]. Pairwise comparisons between biological conditions were applied using specific contrasts. A correction for multiple testing was applied using the Benjamini-Hochberg procedure to control the false discovery rate (FDR). Probes with an  $FDR \leq 0.05$  were considered to be differentially expressed between conditions. Hierarchical clustering was applied to the samples and the differentially expressed probes using 1-Pearson correlation coefficient as distance and Ward's criterion for agglomeration. The clustering results are illustrated as a heatmap of expression signals. Gene ontology and transcription factor enrichment analysis were performed using Metascape [8].

### ***Histology and Immunohistochemistry***

Tissue specimens were fixed in 10% formalin for 12-24 hours, dehydrated, and paraffin-embedded. Ileum and liver sections (2  $\mu$ m) were stained with hematoxylin-eosin staining (HE), according to the standard procedures. Villi length was calculated by evaluating complete, full-sized intestinal villi (n=10) not exhibiting bending or mechanical damage, for each sample. Sirius Red staining using Direct Red 80 and Fast Green FCF (Sigma-Aldrich, USA) was performed on liver sections to assess fibrosis. Immunohistochemistry analysis was performed in liver and ileum specimens (4  $\mu$ m). Briefly, sections were subjected to antigen retrieval by boiling the slides in sodium citrate pH 6 for 15 minutes, permeabilized in phosphate-buffered saline with 0.25% Triton X-100 for 5 minutes, and then incubated for 10 minutes at room temperature in protein blocking solution (Dako, Denmark). Subsequently, sections were incubated with primary antibodies as indicated in Supplementary Table 2. Sections were washed in PBS for 15 minutes and incubated at room temperature with DAKO real EnVision detection system (Dako, Denmark), according to the manufacturer's instruction. For negative controls, 1% nonimmune serum in PBS substituted the primary antibodies. Images were acquired and analyzed with Aperio Image Scope (Leica Biosystems, Germany). The percentage of stained area/total area was evaluated in 10 consecutive acquired images. Values from all consecutive images for each sample were

averaged and displayed as mean $\pm$ SEM. Steatosis score was assigned based on the percentage of hepatic parenchyma containing fat: 0 - <5%; 1 – 5-33%; 2 – 33-66%; 3 - >66% [9].

Specimens from livers were embedded in OCT (Sakura), frozen under nitrogen vapours, and stored at  $-80^{\circ}\text{C}$ . Liver cryosections (4  $\mu\text{m}$ ) were stained with Oil Red O Stain Kit (ab150678, Abcam, UK) following the manufacturer's indications.

### ***Lipidomic Assay***

Fatty acids were extracted from frozen tissues or plasma using a modified Bligh and Dyer extraction method. Samples were lysed in a water EDTA (5 Mm)/methanol mix (1:2 vol/vol). Methanol and dichloromethane were added to reach the following ratios of MeOH/water/ $\text{CH}_2\text{Cl}_2$ : 2.5/2.0/2.5. Glyceryltrinonadecanoate was added as an internal standard. The dried lipid extract was transmethylated with 1 ml of  $\text{BF}_3$  in methanol (1:20, vol/vol) for 60 min at  $100^{\circ}\text{C}$ , evaporated to dryness, and the fatty acid methyl esters (FAMES) were extracted with hexane/water (3:1). The organic phase was evaporated to dryness and dissolved in 50  $\mu\text{l}$  ethyl acetate. FAMES were analyzed by gas-liquid chromatography on a 5890 Hewlett-Packard system using a Famewax fused-silica capillary column (30 m, 0.32 mm i.d., 0.25-mm film thickness; Restek). The oven temperature was programmed from  $110^{\circ}\text{C}$  to  $220^{\circ}\text{C}$  at a rate of  $2^{\circ}\text{C}/\text{min}$ , and the carrier gas was hydrogen (0.5 bar). The injector and the detector were at  $225^{\circ}\text{C}$  and  $245^{\circ}\text{C}$ , respectively. Neutral lipids were extracted from plasma, liver or intestine frozen tissues using a Bligh and Dyer extraction method: samples were homogenized in methanol/5 mM EGTA (2:1, v/v), and lipids (corresponding to an equivalent of 2mg tissue) extracted according to the Bligh–Dyer method<sup>63</sup>, with chloroform/methanol/water (2.5:2.5:2 v/v/v), in the presence of the following internal standards: glyceryl trinonadecanoate, stigmasterol, and cholesteryl heptadecanoate (Sigma-Aldrich). Triglycerides, free cholesterol, and cholesterol esters were analyzed by gas-liquid chromatography on a Focus Termo Electron system equipped with a Zebron- 1 Phenomenex fused-silica capillary column (5 m, 0.25 mm i.d., 0.25 mm film thickness). The oven temperature was programmed to increase from 200 to  $350^{\circ}\text{C}$  at  $5^{\circ}\text{C}/\text{min}$ , and the carrier gas was hydrogen (0.5 bar). The injector and detector temperatures were  $315^{\circ}\text{C}$  and  $345^{\circ}\text{C}$ , respectively.

### ***Statistical Analysis***

All the results are expressed as mean  $\pm$  SEM. Statistical analyses were performed with GraphPad Prism software analysis (v9.0, GraphPad Software, USA). Outliers were

calculated with ROUT or Grubbs test. To compare two groups Mann Whitney U test was used, while for four groups 2-Way ANOVA followed by Tukey's post-hoc test. A p-value <0.05 was considered significant. Paired T-Test was used to analyze paired data. Significant genotype effect was indicated by \* (\*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001). Significant diet effect was indicated by # (#p < 0.05, ##p < 0.01, ###p < 0.001).

## Supplementary Figure 1

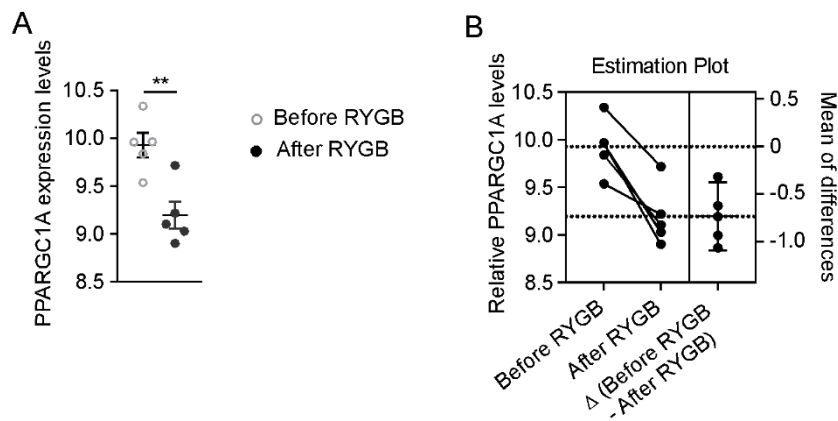

**Supplementary Figure 1. PPARGC1A expression is increased in obese individuals.** (A) PPARGC1A expression levels in small intestine harvested from obese patients before and after RYGB bypass (GSE113819) and (B) estimation plot of the PPARGC1A expression: on the left, scatter plot showing individual points; on the right, the effect size (difference between means). Data are expressed as mean $\pm$ SEM. Comparison between distinct groups was performed using Paired T-test (\*\*p<0.01).

## Supplementary Figure 2

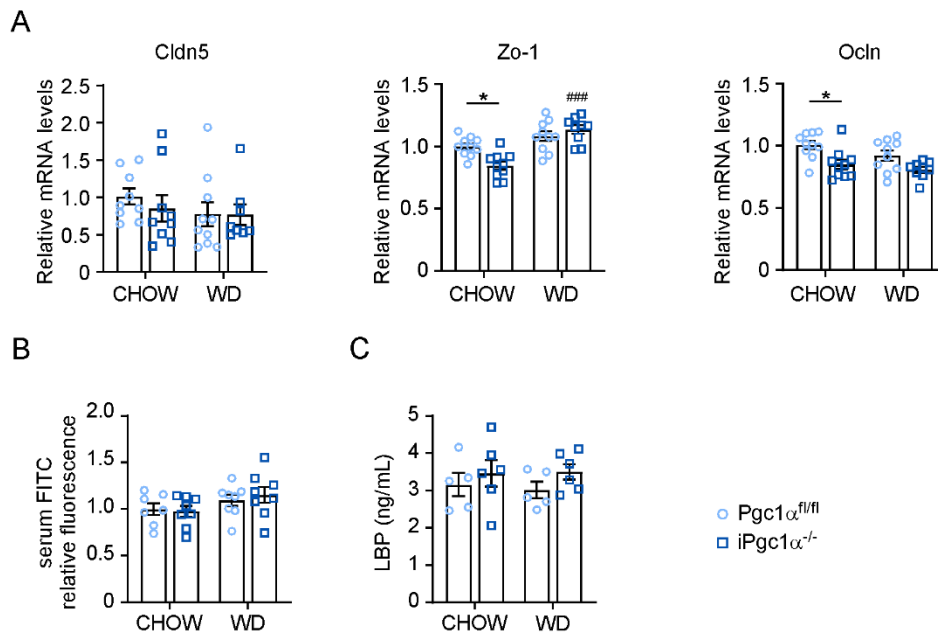

**Supplementary Figure 2. Pgc1 $\alpha$  ablation does not impair intestinal permeability.** (A) Relative mRNA expression of tight junction proteins, Claudin 2 (Cldn5), Zona Occludens 1 (Zo-1), and Occludin (Occludin) measured in the ileum. (B) *In vivo* intestinal permeability measured by FITC assay. (C) Lipopolysaccharide binding protein measured in plasma. All the experiments were performed on 2 months old  $iPgc1\alpha^{-/-}$  and  $Pgc1\alpha^{fl/fl}$  littermates fed with chow or western diet (WD) for 2 months. (n=6-10 animals/group). Data are expressed as mean $\pm$ SEM. Comparison between distinct groups was performed using Two-way ANOVA followed by Sidak's multiple comparison test; \*genotype effect #diet effect (\* or #p<0.05; \*\* or ##p<0.01; \*\*\* or ###p<0.001).

### Supplementary Figure 3

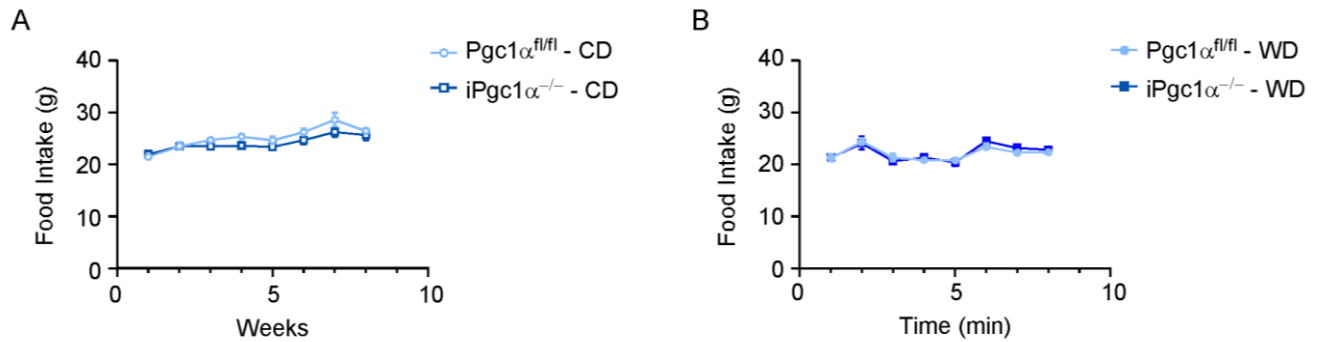

**Supplementary Figure 3. Intestinal  $Pgc1\alpha$  ablation does not alter food intake.** Food intake of  $iPgc1\alpha^{-/-}$  mice and their  $Pgc1\alpha^{fl/fl}$  littermates fed (A) chow diet and (B) western diet (WD) for 2 months. All the experiments were performed  $iPgc1\alpha^{-/-}$  and littermates' control  $Pgc1\alpha^{fl/fl}$  (n=10 animals/group). Data are expressed as mean $\pm$ SEM. Comparison between two groups was performed using Multiple Mann Whitney Test.

## Supplementary Figure 4

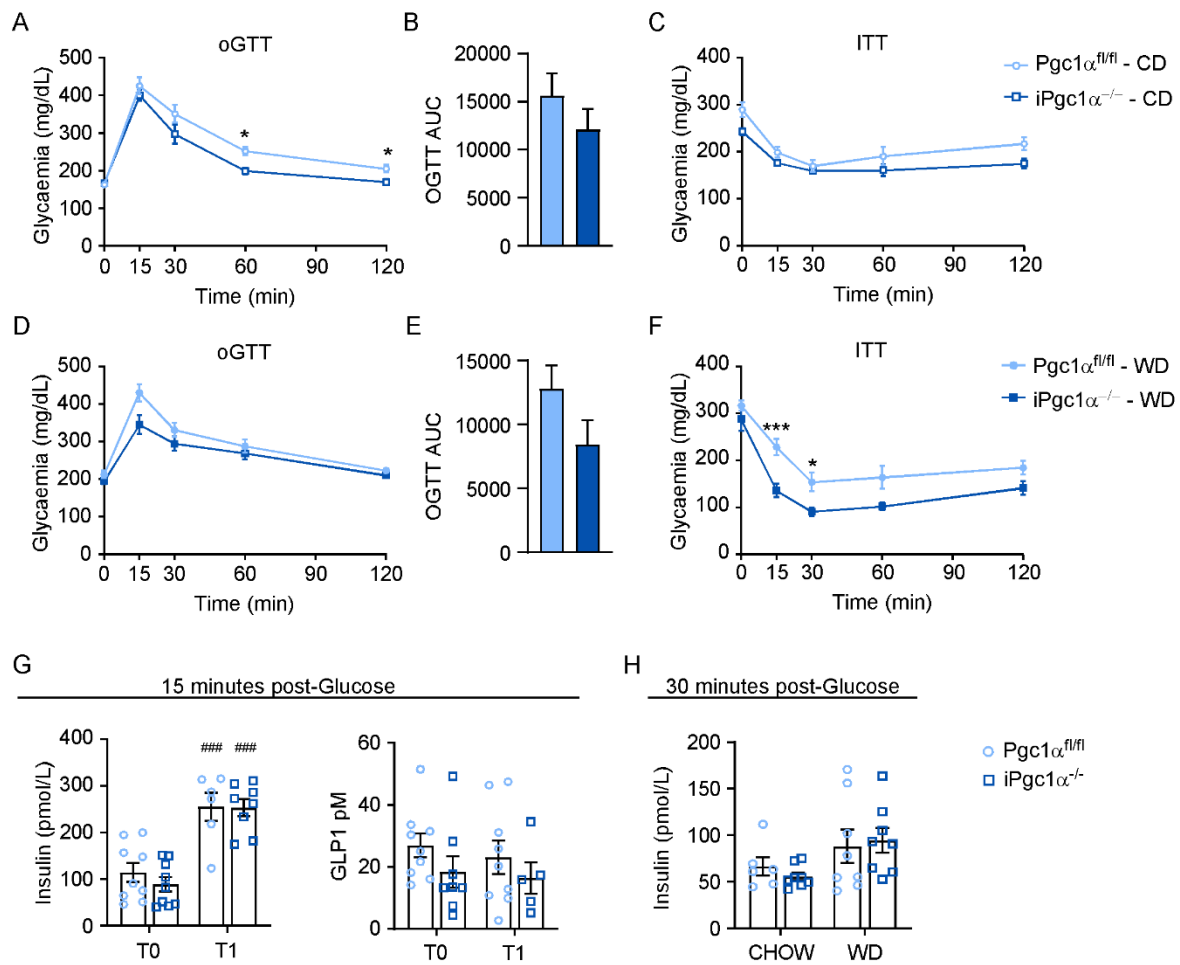

### Supplementary Figure 4. Intestinal $Pgc1\alpha$ ablation does not alter glucose tolerance.

(A) Oral glucose tolerance test, (B) relative Area Under the Curve (AUC), and (C) insulin tolerance test performed in fasted chow diet fed animals. (D) Oral glucose tolerance test, (E) relative AUC, and (F) insulin tolerance test performed in fasted western diet fed animals. (G) Serum insulin and GLP1 levels at basal level and 15 minutes after an intragastric bolus of glucose in fasted chow diet fed animals. (H) Serum insulin levels 30 minutes after an intragastric bolus of glucose in fasted chow diet and western fed animals. All the experiments were performed on 2 months old  $iPgc1\alpha^{-/-}$  mice and their  $Pgc1\alpha^{fl/fl}$  littermates were fed with chow or western diet (WD) (n=10 animals/group). Data are expressed as mean $\pm$ SEM. Comparison between distinct groups was performed using Two-way ANOVA followed by Sidak's multiple comparison test; \*genotype effect #diet effect (\* or #p<0.05; \*\*\* or ###p<0.001).

## Supplementary Figure 5

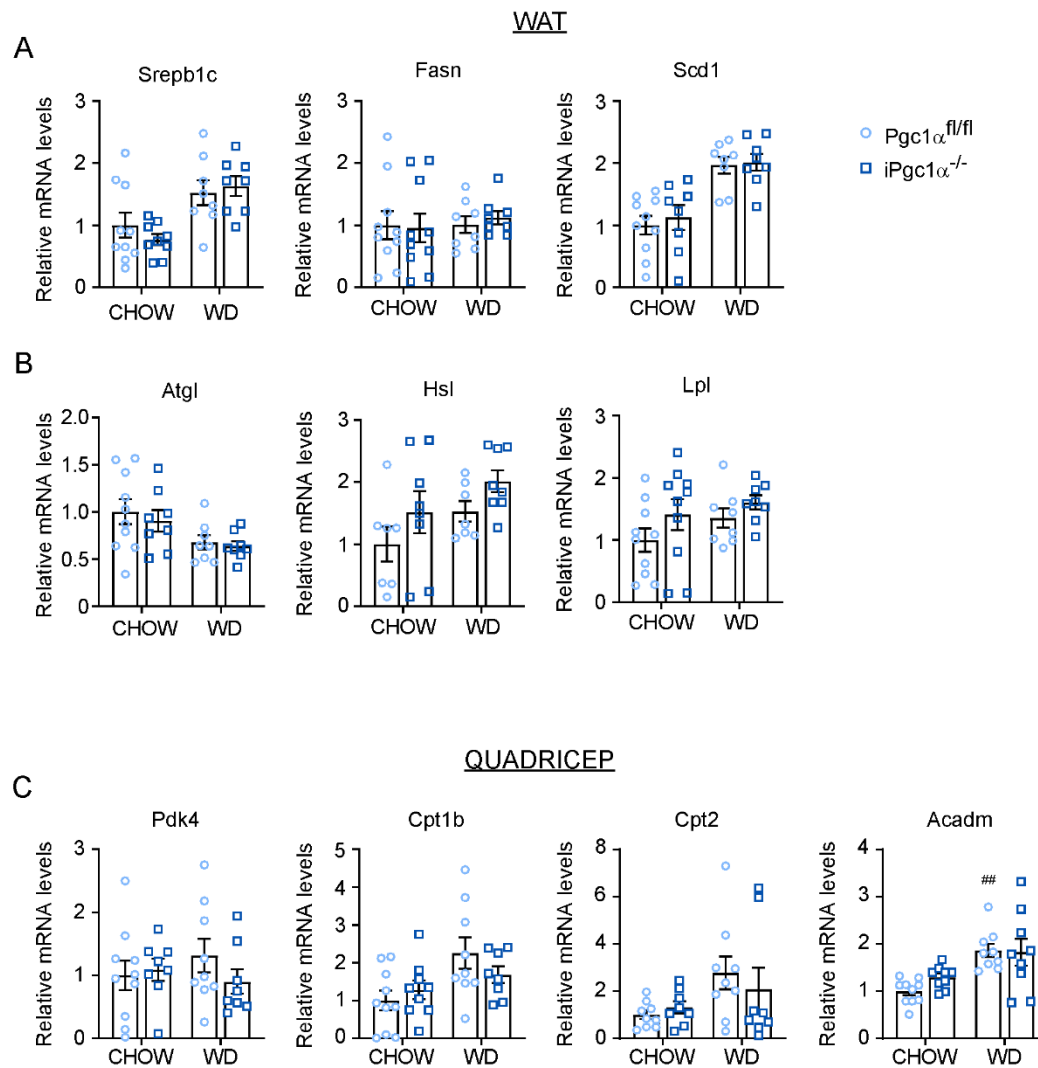

**Supplementary Figure 5. Intestinal  $Pgc1\alpha$  ablation does not modulate white adipose tissue and muscle gene expression.** (A) Relative mRNA expression of genes involved in de novo lipogenesis in the WAT. (B) Relative mRNA expression of genes involved in lipolysis in the WAT. (C) Relative mRNA expression of genes involved in fatty acids  $\beta$ -oxidation in the quadriceps. All the experiments were performed on 2 months old  $iPgc1\alpha^{-/-}$  mice and their  $Pgc1\alpha^{fl/fl}$  littermates were fed with chow or western diet (WD) ( $n=10$  animals/group). Data are expressed as mean $\pm$ SEM. Comparison between distinct groups was performed using Two-way ANOVA followed by Sidak's multiple comparison test.

### Supplementary Table 1

List of primers used in the study.

| Gene     | Sequence Primer Forward    | Sequence Primer Reverse   |
|----------|----------------------------|---------------------------|
| Abcg5    | TCAATGAGTTTTACGGCCTGAA     | GCACATCGGGTGATTAGCA       |
| Abcg8    | AATGTCATCCTGGATGTCGTCTC    | CCAGCTCATAGTACAGCATTGACC  |
| Acadm    | GCAGGGTCCTGAGAAGTGTTTC     | GCTTGTGAGCCGCTTTTCG       |
| Acta2    | GTTTCAGTGGTGCCTCTGTCA      | ACTGGGACGACATGGAAAAG      |
| Arg1     | AACACTCCCCTGACAACCAG       | CCAGCAGGTAGCTGAAGGTC      |
| Atgl     | GCAACCTGTCATTGTTCTAGC      | CCAACGCCACTCACATCTAC      |
| Atp5b    | CACCAAGAAGGGATCGATCAC      | GCAGGGTCAGTCAGGTCATCA     |
| Ccl2     | CCTTTTCCACAACCACCTCAAG     | TAATTAAGGCATCACAGTCCGAGTC |
| Cd206    | ATCCACTCTATCCACCTTCA       | TGCTTGTTTCATATCTGTCTTCA   |
| Cd68     | CTTCCCACAGGCAGCACAG        | TGTAGCCTTAGAGAGAGCAGGTCA  |
| Cldn5    | GTGGAACGCTCAGATTTTCAT      | TGGACATTAAGGCAGCATCT      |
| Col1a1   | TAGGCCATTGTGTATGCAGC       | ACATGTTTCAGCTTTGTGGACC    |
| Cpt1a    | GAAGAAGAAGTTCATCCGATTCAAG  | GATATCACACCCACCACCACG     |
| Cpt1b    | AGGGCTGCACTCCTGGAAG        | CACGATAAGCCAGCTGGAGG      |
| Cpt2     | ACCATGCACTACCAGGACAGC      | TGTCTTCAAGTTTAGGGATAGGCA  |
| CytC     | GGTGATGTTGAAAAAGGCAAGAA    | TTGCCTCCCTTTTCCACAGT      |
| Fabp1    | CCCTTGATGTCCTTCCCTTTC      | TTGCCACCATGAACCTTCTCC     |
| Fat/Cd36 | GATGACGTGGCAAAGAACAG       | TCCTCGGGGTCTGAGTTAT       |
| Fatp4    | TGAAATCACCGCAGACGACAGG     | GCTTGTCAACCATCTCGTTTTCTC  |
| Fasn     | AGTCAGCTATGAAGCAATTGTGGA   | CACCCAGACGCCAGTGTTTC      |
| Hmgcr    | CTTGTGGAATGCCTTGTGATTG     | AGCCGAAGCAGCACATGAT       |
| Hsl      | GCTGGGCTGTCAAGCACTGT       | GTAAGTGGGTAGGCTGCCAT      |
| Il1b     | CCTCAATGGACAGAATATCAACCAA  | TCTCCTTGTACAAAGCTCATGGAG  |
| Ldlr     | AGGCTGTGGGCTCCATAGG        | TGCGGTCCAGGGTCATCT        |
| Lpl      | AGCAGACGCGGAAGAGA          | AAGGTCTTGCTGCTGTGGTTG     |
| Lxra     | AGGAGTGTGACTTCGCAAA        | CTCTTCTTGCCGCTTCAGTTT     |
| Lxrβ     | AAGCAGGTGCCAGGGTTCT        | TGCATTCTGTCTCGTGGTTGT     |
| Mmp9     | CTCGAGGGCTTCCCTCTGA        | GGCTGGAGGCCTTGGGT         |
| Mmp13    | AGGCCTTCAGAAAAGCCTTC       | TCCTTGGAGTGATCCAGACC      |
| Mttp     | TCAGGAAGCTGTGTCAGAATGAAG   | TTTCAAGTCCTCCCAGGATCA     |
| Npc1l1   | AGATCCCAACTTTGAGGTCTTCC    | ACCGTCAGGTATTGCTGGTAGAAC  |
| Ocln     | TTGAAGAGTGGGTAAATAATGTGTCT | TCAACTCTTCCGCATAGTCAGAT   |
| Pdk4     | CCAGGGAGGTGCGAGCTGTT       | TGTCAATCTCCTTCAGGATATTGG  |
| Pgc1α    | TTGATGCACTGACAGATGGAG      | GCTGAGTGTGGCTGGT          |
| Scarb1   | TCCCCATGAACGTGTTCTGTGAA    | TGCCCGATGCCCTTGA          |
| Scd1     | CAGTGCCGCGCATCTCTAT        | CAGCGGTACTCACTGGCAGA      |
| Srebp1c  | GGAGCCATGGATTGCACATT       | GGCCCGGGAAGTCACTGT        |
| Tfam     | GGTCGCATCCCCTCGTCTA        | GGATAGCTACCCATGCTGGAAA    |
| Tgfb     | GCAGTGGCTGAACCAAGGA        | AGAGCAGTGAGCGCTGAATC      |
| Tnfa     | CTGAGGTCAATCTGCCCAAGTAC    | CTTCACACAGCAATGACTCCAAAG  |
| Zo-1     | AGGACACCAAAGCATGTGAG       | GGCATTCTGCTGGTTACA        |

### Supplementary Table 2

List of antibodies used in the study.

| Antibody | Company        | Catalogue  | Host   | Dilution |
|----------|----------------|------------|--------|----------|
| Pgc1α    | Abcam          | LS-C415095 | Rabbit | 1:1000   |
| F4/80    | Cell Signaling | D2S9R      | Rabbit | 1:200    |

## Supplementary References

- [1] Moschetta A, Frederik PM, Portincasa P, vanBerge-Henegouwen GP, van Erpecum KJ. The incorporation of cholesterol in sphingomyelin- phosphatidylcholine vesicles has profound effects on detergent-induced phase transitions. *J Lipid Res* 2002;43:1046-1053.
- [2] Lopez CA, de Vries AH, Marrink SJ. Molecular mechanism of cyclodextrin mediated cholesterol extraction. *PLoS Comput Biol* 2011;7:e1002020.
- [3] Bellafante E, Morgano A, Salvatore L, Murzilli S, Di Tullio G, D'Orazio A, et al. PGC-1beta promotes enterocyte lifespan and tumorigenesis in the intestine. *Proc Natl Acad Sci U S A* 2014;111:E4523-4531.
- [4] Contursi A, Arconzo M, Cariello M, Piglionica M, D'Amore S, Vacca M, et al. let-7e downregulation characterizes early phase colonic adenoma in APCMin/+ mice and human FAP subjects. *PLoS One* 2021;16:e0249238.
- [5] Huber W, Carey VJ, Gentleman R, Anders S, Carlson M, Carvalho BS, et al. Orchestrating high-throughput genomic analysis with Bioconductor. *Nat Methods* 2015;12:115-121.
- [6] Hicks SC, Okrah K, Paulson JN, Quackenbush J, Irizarry RA, Bravo HC. Smooth quantile normalization. *Biostatistics* 2018;19:185-198.
- [7] Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, et al. limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res* 2015;43:e47.
- [8] Zhou Y, Zhou B, Pache L, Chang M, Khodabakhshi AH, Tanaseichuk O, et al. Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. *Nat Commun* 2019;10:1523.
- [9] Kleiner DE, Brunt EM, Van Natta M, Behling C, Contos MJ, Cummings OW, et al. Design and validation of a histological scoring system for nonalcoholic fatty liver disease. *Hepatology* 2005;41:1313-1321.

### CTAT methods

Tables for a “Complete, Transparent, Accurate and Timely account” (CTAT) are now mandatory for all revised submissions. The aim is to enhance the reproducibility of methods.

- Only include the parts relevant to your study
- Refer to the CTAT in the main text as ‘Supplementary CTAT Table’
- Do not add subheadings
- Add as many rows as needed to include all information
- Only include one item per row

#### 1.1 Antibodies

| Name          | Citation | Supplier       | Cat no.  | Clone no.  |
|---------------|----------|----------------|----------|------------|
| Pgc1 $\alpha$ |          | Abcam          | ab191838 | Polyclonal |
| F4/80         |          | Cell Signaling | #70076   | D2S9R      |

#### 1.2 Organisms

| Name                  | Citation       | Supplier           | Strain   | Sex    | Age     | Overall n number |
|-----------------------|----------------|--------------------|----------|--------|---------|------------------|
| Wild type             | -              | Jackson Laboratory | C57BL6/J | Male   | 8 weeks | 40               |
| Pgc1 $\alpha^{fl/fl}$ | PMID: 22087241 | Anastasia Krallli  | C57BL6/J | Male   | 8 weeks | 100              |
| Vil1-Cre              | -              | Jackson Laboratory | C57BL6/J | Female | 8 weeks | 2                |
| iPgc1 $\alpha^{-/-}$  | -              | -                  | C57BL6/J | Male   | 8 weeks | 100              |

#### 1.3 Deposited data

| Name of repository      | Identifier | Link                                                                   |
|-------------------------|------------|------------------------------------------------------------------------|
| Gene Expression Omnibus | GSE227610  | <a href="http://www.ncbi.nlm.nih.gov/geo">www.ncbi.nlm.nih.gov/geo</a> |
| Gene Expression Omnibus | GSE113819  | <a href="http://www.ncbi.nlm.nih.gov/geo">www.ncbi.nlm.nih.gov/geo</a> |

#### 1.4 Software

| Software name                 | Manufacturer       | Version       |
|-------------------------------|--------------------|---------------|
| GraphPad Prism                | GraphPad Software  | v9.0          |
| QuantStudio Design & Analysis | Applied Biosystems | V1.3.1        |
| RStudio                       | RStudio, PBC       | 2022.07.2+576 |
| Aperio Image Scope            | Leica Biosystems   | 12.4.3.5008   |

#### 1.5 Please provide the details of the corresponding methods author for the manuscript:

|                            |
|----------------------------|
|  |
|----------------------------|

# Supplementary material for: Intestinal Pgc1α ablation protects from liver steatosis and fibrosis
**Source:** JHEP Rep. 2023 Jul 19;5(11):100853. doi: 10.1016/j.jhepr.2023.100853
**Supplement:** Multimedia component 2

**Journal of Hepatology**

**CTAT methods**

Tables for a “Complete, Transparent, Accurate and Timely account” (CTAT) are now mandatory for all revised submissions. The aim is to enhance the reproducibility of methods.

- Only include the parts relevant to your study
- Refer to the CTAT in the main text as ‘Supplementary CTAT Table’
- Do not add subheadings
- Add as many rows as needed to include all information
- Only include one item per row
  1. **Antibodies**

| **Name** | **Citation** | **Supplier** | **Cat no.** | **Clone no.** |
| --- | --- | --- | --- | --- |
| Pgc1α |  | Abcam | ab191838 | Polyclonal |
| F4/80 |  | Cell Signaling | #70076 | D2S9R |

- 1. **Organisms**

| **Name** | **Citation** | **Supplier** | **Strain** | **Sex** | **Age** | **Overall n number** |
| --- | --- | --- | --- | --- | --- | --- |
| Wild type | - | Jackson Laboratory | C57BL6/J | Male | 8 weeks | 40 |
| Pgc1α^fl/fl^ | PMID: 22087241 | Anastasia Krallli | C57BL6/J | Male | 8 weeks | 100 |
| Vil1-Cre | - | Jackson Laboratory | C57BL6/J | Female | 8 weeks | 2 |
| iPgc1α^-/-^ | - | - | C57BL6/J | Male | 8 weeks | 100 |

- 1. **Deposited data**

| **Name of repository** | **Identifier** | **Link** |
| --- | --- | --- |
| Gene Expression Omnibus | GSE227610 | www.ncbi.nlm.nih.gov/geo |
| Gene Expression Omnibus | GSE113819 | www.ncbi.nlm.nih.gov/geo |

- 1. **Software**

| **Software name** | **Manufacturer** | **Version** |
| --- | --- | --- |
| GraphPad Prism | GraphPad Software | v9.0 |
| QuantStudio Design & Analysis | Applied Biosystems | V1.3.1 |
| RStudio | RStudio, PBC | 2022.07.2+576 |
| Aperio Image Scope | Leica Biosystems | 12.4.3.5008 |

- 1. **Please provide the details of the corresponding methods author for the manuscript:**

|  |
| --- |

# Supplementary material for: Intestinal Pgc1α ablation protects from liver steatosis and fibrosis
**Source:** JHEP Rep. 2023 Jul 19;5(11):100853. doi: 10.1016/j.jhepr.2023.100853
**Supplement:** Multimedia component 3

# ICMJE DISCLOSURE FORM

**Date:** 6/1/2023

**Your Name:** Elena Piccinin

**Manuscript Title:** Intestinal Pgc1α ablation protects from liver steatosis and fibrosis

**Manuscript Number (if known):** JHEPR-D-23-00356

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** Click or tap to enter a date.

**Your Name:** Maria Arconzo

**Manuscript Title:** Intestinal Pgc1 $\alpha$  ablation protects from liver steatosis and fibrosis

**Manuscript Number (if known):** JHEPR-D-23-00356

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** Click or tap to enter a date.

**Your Name:** Maria Laura Matrella

**Manuscript Title:** Intestinal Pgc1 $\alpha$  ablation protects from liver steatosis and fibrosis

**Manuscript Number (if known):** JHEPR-D-23-00356

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** Click or tap to enter a date.

**Your Name:** Marica Cariello

**Manuscript Title:** Intestinal Pgc1 $\alpha$  ablation protects from liver steatosis and fibrosis

**Manuscript Number (if known):** JHEPR-D-23-00356

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 6/2/2023

**Your Name:** Arnaud POLIZZI

**Manuscript Title:** Intestinal Pgc1α ablation protects from liver steatosis and fibrosis

**Manuscript Number (if known):** JHEPR-D-23-00356

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

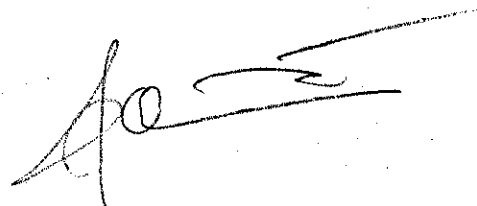

## ICMJE DISCLOSURE FORM

**Date:** 6/6/2023

**Your Name:** Yannick LIPPI

**Manuscript Title:** Intestinal Pgc1 $\alpha$  ablation protects from liver steatosis and fibrosis

**Manuscript Number (if known):** JHEPR-D-23-00356

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 6/7/2023

**Your Name:** BERTRAND-MICHEL

**Manuscript Title:** Intestinal Pgc1 $\alpha$  ablation protects from liver steatosis and fibrosis

**Manuscript Number (if known):** JHEPR-D-23-00356

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 6/2/2023

**Your Name:** Hervé GUILLOU

**Manuscript Title:** Intestinal Pgc1 $\alpha$  ablation protects from liver steatosis and fibrosis

**Manuscript Number (if known):** JHEPR-D-23-00356

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 6/2/2023

**Your Name:** Nicolas LOISEAU

**Manuscript Title:** Intestinal Pgc1 $\alpha$  ablation protects from liver steatosis and fibrosis

**Manuscript Number (if known):** JHEPR-D-23-00356

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

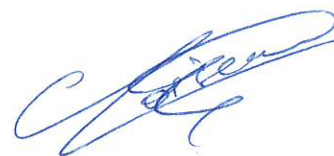

# ICMJE DISCLOSURE FORM

**Date:** 6/1/2023

**Your Name:** Gaetano Villani

**Manuscript Title:** Intestinal Pgc1 $\alpha$  ablation protects from liver steatosis and fibrosis

**Manuscript Number (if known):** JHEPR-D-23-00356

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 6/5/2023

**Your Name:** Antonio Moschetta

**Manuscript Title:** Intestinal Pgc1α ablation protects from liver steatosis and fibrosis

**Manuscript Number (if known):** JHEPR-D-23-00356

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# Supplementary material for: Intestinal Pgc1α ablation protects from liver steatosis and fibrosis
**Source:** JHEP Rep. 2023 Jul 19;5(11):100853. doi: 10.1016/j.jhepr.2023.100853
**Supplement:** Multimedia component 4

# Intestinal Pgc1 $\alpha$ ablation protects from liver steatosis and fibrosis

## Authors

Elena Piccinin, Maria Arconzo, Maria Laura Matrella, Marica Cariello, Arnaud Polizzi, Yannick Lippi, Justine Bertrand-Michel, Hervé Guillou, Nicolas Loiseau, Gaetano Villani, Antonio Moschetta

## Graphical abstract

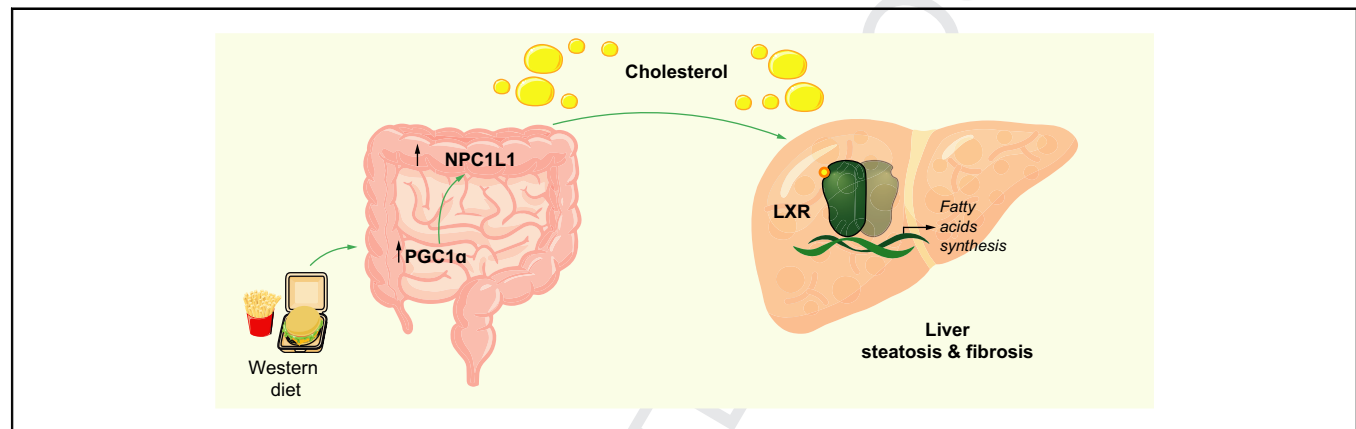

## Highlights

- Metabolic liver diseases may be caused by altered gut–liver crosstalk.
- Cholesterol represents a deleterious lipotoxic species, involved in steatohepatitis.
- Pgc1 $\alpha$  controls intestinal cholesterol uptake by regulating the expression of the cholesterol transporter Npc1l1.
- Intestinal Pgc1 $\alpha$  deletion protects the liver from lipid accumulation, inflammation, and fibrosis.

## Impact and implications

Liver diseases result from several insults, including signals from the gut. Although the incidence of liver diseases is continuously increasing worldwide, effective drug therapy is still lacking. Here, we showed that the modulation of an intestinal coactivator regulates the liver response to a Western diet, by limiting the uptake of dietary cholesterol. This results in a lower accumulation of hepatic lipids together with decreased inflammation and fibrosis, thus limiting the progression of liver steatosis and fibrosis towards severe end-stage diseases.

UNCORRECTED PROOF

1  
2  
3  
4  
5  
6  
7  
8  
9  
10  
11  
12  
13  
14  
15  
16  
17  
18  
19  
20  
21  
22  
23  
24  
25  
26  
27  
28  
29  
30  
31  
32  
33  
34  
35  
36  
37  
38  
39  
40  
41  
42  
43  
44  
45  
46  
47  
48  
49  
50  
51  
52  
53  
54  
55  
56  
57  
58  
59  
60  
61  
62

63  
64  
65  
66  
67  
68  
69  
70  
71  
72  
73  
74  
75  
76  
77  
78  
79  
80  
81  
82  
83  
84  
85  
86  
87  
88  
89  
90  
91  
92  
93  
94  
95  
96  
97  
98  
99  
100  
101  
102  
103  
104  
105  
106  
107  
108  
109  
110  
111  
112  
113  
114  
115  
116  
117  
118  
119  
120  
121  
122  
123  
124

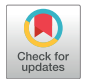

# Intestinal Pgc1 $\alpha$ ablation protects from liver steatosis and fibrosis

Elena Piccinin,<sup>1,2</sup> Maria Arconzo,<sup>1</sup> Maria Laura Matrella,<sup>2</sup> Marica Cariello,<sup>1</sup> Arnaud Polizzi,<sup>3</sup> Yannick Lippi,<sup>3</sup> Justine Bertrand-Michel,<sup>4</sup> Hervé Guillou,<sup>3</sup> Nicolas Loiseau,<sup>3</sup> Gaetano Villani,<sup>2</sup> Antonio Moschetta<sup>1,5,\*</sup>

<sup>1</sup>Department of Interdisciplinary Medicine, University of Bari 'Aldo Moro', Bari, Italy; <sup>2</sup>Department of Translational Biomedicine and Neuroscience (DiBrain), University of Bari 'Aldo Moro', Bari, Italy; <sup>3</sup>Toxalim (Research Center in Food Toxicology), INRAE, ENVT, INP-PURPAN, UMR 1331, UPS, Université de Toulouse, Toulouse, France; <sup>4</sup>MetaboHUB-MetaToul, National Infrastructure of Metabolomics and Fluxomics, Toulouse, France; <sup>5</sup>INBB, National Institute for Biostructures and Biosystems, Rome, Italy

JHEP Reports 2023. <https://doi.org/10.1016/j.jhepr.2023.100853>

How the deposited data were processed for this re-analysis (not part of the article)

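Gene expression was measured in ileum cells of 18 mice on Agilent SurePrint G3 Mouse GE v2 one-colour arrays, 1 array per mouse. The groups were Pgc1α fl/fl on chow, Pgc1α fl/fl on WD and iPgc1α-/- on WD, with 6 mice each. Conditions and replicate numbers came from the sample labels, which write a high-fat diet of the same composition where the paper writes WD. Slides were numbered from the array positions, and each of the 3 slides, scanned once, held 2 arrays of every group. iPgc1α-/- mice on chow were not analysed here, so neither the diet effect in iPgc1α-/- mice nor the genotype effect on chow was computed.

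The authors scanned the slides and deposited, for each array, the spot intensity values that Agilent Feature Extraction 10.10.1.1 gives: the raw median and mean signal, the local background and a background-subtracted signal, with flags for outlying, saturated and dim spots and with no normalization between arrays. They also deposited a table of log2 values for 33095 probes. The Supplementary Methods describe filtering, log2 transformation, correction for washing bath and labelling serial, and qsmooth normalization. The batch of each array is not named in the labels used here, so that correction could not be repeated from the scanner files. No column of values was left without a sample.

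From the scanner files, control spots and outlier spots (46 to 153 per array) were left out, and spots of one probe were averaged, which gave 56605 probes with 37074 gene names from 62976 spots. Of the gene names, 23666 matched a symbol and 1121 an older synonym in the annotation table of the mouse genome assembly GRCm38.p6, which was used for names only. All coordinates are those of the array files, on mm9. Probes well above background on at least 5 of 6 arrays in any group were kept. The log2 median signal was normalized with an own version of qsmooth (window 0.05) in R 4.3.3. The test used limma 3.58.1 (lmFit, eBayes) in one model of the 3 groups, with Benjamini-Hochberg adjustment over 32726 probes. A gene counted as called when any of its probes had an adjusted p of 0.05 or lower and a fold change above 1.5, and single genes are represented by their brightest probe. Tables were read with data.table 1.17.8, and plots drawn with matplotlib 3.10.9 in Python 3.11.15.

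The comparisons were WD against chow in Pgc1α fl/fl mice and the arrays labelled iPgc1α-/- against Pgc1α fl/fl mice on WD. The contrast of iPgc1α-/- on WD against Pgc1α fl/fl on chow, which called 2868 genes, served only to choose probes for clustering. Genes named in the text are the 45 that the paper names for the intestine, and for each comparison the 10 with the largest log2 fold change among called genes whose 6 arrays of one group all lie above the 6 of the other. Single results of some of these genes are not reported here. Genes outside this rule were chosen after their values were seen. Principal components were computed on centred probes. Single values were compared with two-sided exact permutation tests over all divisions of 12 mice into groups of 6. Gene lists (12) were tested with limma's camera (preset correlation 0.01), with fry and an estimated correlation beside it. Cell type lists (15) were compared by the mean z score per array with an exact permutation test. Fold changes near background understate the true change. Since the signal of *Ppargc1a* was not lower in the arrays labelled iPgc1α-/-, directions by genotype refer to the labels.

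The procedure was tested on simulated arrays with the real means and spreads and 200 changed probes among 32726. For the diet contrast, 87.5% of probes changed by 0.75, 97% of those changed by 1 and 100% of those changed by 2 on the log2 scale were recovered, and for genotype 85%, 97% and 100%, with 0 to 5 false calls. Signal over background and the number of arrays set the precision: between 56.3% and 62.3% of the spots of an array were well above background, and the median standard error of a log2 fold change was 0.104.

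Alternatives were the background-subtracted signal scaled to the 75th percentile, normexp background correction with an offset of 50, quantile normalization, median signal scaled to the 75th percentile, the authors' log2 values, no filter and a strict filter (28411 probes well above background on all arrays), slide and replicate number as blocks, only the groups compared, a trended and robust variance, array weights, other thresholds, averaged probes, other clusterings and each array left out.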

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

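The tests on the genotype labels, the probe positions, the neighbouring genes and the segment around *Ppargc1a*, the lymphocyte, serum amyloid and clock tests were chosen only after the results were seen, while the counts over other divisions of the arrays for the numbers of called genes were planned.

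In 276 sets of 6 arrays (single genes, gene lists and cell type lists in each group), 1 array stood apart from the other 5 in 25 sets, where 13.8 are expected by chance. The measure is the gap to the nearest array divided by the range of the group. Among Pgc1α fl/fl mice on chow, replicate 4 was low for *Abca1* (7.52 against 9.18 for the nearest array on the log2 scale, ratio 0.918), *Abcg5* (14.08 against 14.68, ratio 0.721), *Fabp1* (14.46 against 15.69, ratio 0.669) and the villus enterocyte list (mean z score -2.17 against -0.50, ratio 0.760). Replicate 2 of the same group was high for *Vil1* (ratio 0.712) and *Cdkal1* (ratio 0.775). Among Pgc1α fl/fl mice on WD, replicate 1 stood apart for *Nfkb1* (0.664) and *Saa2* (0.663), replicate 4 for *Nr1h3* (0.713) and *Tbp* (0.650), replicate 5 for *Fabp1* (0.754), *Ubd* (0.636), the T cell list (0.633) and the plasma cell list (0.642), and replicate 6 for *Cldn2* (0.724), the oxidative phosphorylation list (0.706) and the genes of the Y chromosome used as a sex check (0.933). The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were well above background on all 18 arrays, that array included. Among the arrays labelled iPgc1α-/-, replicate 1 stood apart for *Cd36* (0.627), *Stat3* (0.639) and the transcripts ENSMUST00000103418 (0.746) and ENSMUST00000195192 (0.786), and replicate 2 for AK206655 (0.682), *Tjp1* (0.677), *Trp53* (0.688) and the enteroendocrine list (0.662). With each array left out in turn, the diet difference of *Abca1* stayed between 1.56 and 1.96, and that of *Fabp1* was called each time. That of *Abcg5* ranged from 0.52 to 0.68 and lost its call without Pgc1α fl/fl chow replicate 4, at 0.52, by the fold-change threshold. No technical or biological explanation of single arrays was tested.

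Several large changes by diet concern genes that the paper does not discuss. Grouping by chance was excluded for the number of genes called for diet, since 1 of 100 divisions of the 12 arrays, the real one, gave 1960 or more, and the highest of the others gave 1145. The log2 fold change on WD was -5.91 for *Saa2*, -4.92 for *Saa1* and -4.43 for *Ubd*. For 3 transcripts on chromosome 12 it was -3.92, -3.67 and -3.64. *Otop2* rose by 3.91, *Dbp* by 3.51 and *4930528H21Rik* by 3.51. None of these genes reversed its direction under an alternative or without a single array. On a list of 8 epithelial genes induced by bacteria, 6 were called lower on WD and 7 had a lower mean (median -2.18; exact permutation test, p = 0.0022). A weaker response of the epithelium to intestinal bacteria is one candidate explanation for the serum amyloid genes, as a hypothesis. The list holds *Saa1* and *Saa2* themselves, and a direct effect of the diet on these genes stays open and was not tested.

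Genes of lymphocytes were lower on WD in Pgc1α fl/fl mice. The T cell and intraepithelial lymphocyte list had a mean log2 fold change of -1.52, with 13 of 14 genes called lower. The B cell list, with 12 of its 15 genes measured, had a mean of -1.05 with 9 genes called lower, and the plasma cell list, with 4 of 7 measured, a mean of -1.49 with 3 called lower (exact permutation tests, p = 0.0022, 0.0108 and 0.0022; 0.00649, 0.0232 and 0.00649 after Benjamini-Hochberg adjustment over 15 lists, no 2 of which share a gene). Their mean log2 signal on chow was 10.2, 7.03 and 8.32, against 14.2 for the villus enterocyte list. A scaling artefact is argued against by the median signal scaled to the 75th percentile, under which 13 of 14 T cell genes were still called lower. Goblet cell (-0.67), proliferating cell (-0.56) and macrophage lists (-0.43) also fell and the villus enterocyte list rose (0.30), as a lower share of enterocytes in the chow preparations would give. The muscle and stroma (0.07), Paneth cell (0.01), enteroendocrine cell (0.08) and tuft cell lists (0.14) did not fall, and the crypt stem cell list differed by -0.13. A lower share of enterocytes would move every other cell type alike. The T cell list, however, fell further than each of 8 other lists within the same arrays. The smallest of these differences was that from the goblet cell list, -0.85 on the log2 scale (exact permutation test, p = 0.0130, also after adjustment over 8 lists), which argues against that share as the whole cause. Fewer lymphocytes among the isolated cells of the WD mice stays open as a hypothesis, since the fall of the lymphocyte lists, at least as low as -1.05, is the pattern itself and does not test it. Whether the mice had fewer lymphocytes in the ileum or the isolation recovered fewer was not tested.

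Genes of the circadian clock changed on WD in opposite directions. The 9 genes of the arm of *Dbp* were higher by a mean of 1.56, with 9 of 9 higher and 8 called, and the 5 genes of the arm of *Arntl* had a mean of -0.67, with 0 of 5 higher and 2 called lower. The difference of 2.23 on the log2 scale is what a different clock phase at sacrifice would give, and grouping by chance was excluded for the clock list, with 1 of 100 divisions, the real one, as extreme. The paper states the same time of sacrifice, ZT 3 after overnight fasting, for all mice, while the study description words the fasting differently, which was not resolved. The arrays carry no time of their own, so neither that nor a phase moved by the diet was tested.

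Among the genes that differed by genotype on WD, the paper names *Scd1* alone. Among genes with no overlap between the groups at a called brightest probe, the others with the largest changes were *Cyp2a12* (2.09), *Nnt* (1.48), AK206655 (-1.43), *Cdkal1* (1.26), *Sardh* (1.27), *Gmcl1* (-1.10), *Tymp* (1.05), *Got1* (-1.01) and *Sco2* (0.95). Outside this limit, and chosen after their values were seen, dimmer probes of *Mt1* (2.76, the largest change of the 35 genes) and *Cyp4a10* (1.37) were also called. As many as 35 called genes came from 4 of 100 divisions of the 12 WD arrays, the real one included. The highest other division gave 346. These 100 were drawn from 462 possible divisions, so chance is argued against only weakly for this number. Of the 35 genes, 15 lay within 5 Mb of another, against 5.78 on average in 10000 random permutations of the calls over the tested genes (permutation p = 0.0042). Within 20 Mb of *Ppargc1a* lay 4 of them, where 0.367 were expected among 225 tested genes (exact hypergeometric test, p = 0.000479). These 4, named after their values were seen, were *Apbb2* (1.63), *Bend4* (1.00), *Atp8a1* (0.71) and *Limch1* (0.70) on chromosome 5, from 66790941 to 68012739 of mm9. The test counts them as independent, although they lie next to each other. *Apbb2* and *Limch1* were called at a dimmer probe and not at their brightest. *Bend4* and *Limch1* overlapped between the groups, at mean log2 signals of 5.11 and 4.67 in Pgc1α fl/fl mice on WD. Neighbouring pairs also went in opposite directions, such as *Ubac1* (-0.78) and *Sardh* (1.27), 1191 kb apart. Chromosome segments of another mouse strain or substrain, carried with the targeted allele or the Cre transgene, are a candidate explanation, and sequence differences under single probes may add to it, since other probes of *Cdkal1* and *Gmcl1* did not follow, while those of *Got1* fell without being called. By the crosses that the paper describes, both groups were homozygous for the floxed allele. A segment carried with that allele is thus expected in both groups and would not by design give the difference near *Ppargc1a*. One carried with the Cre transgene is expected in iPgc1α-/- mice alone. The paper states that the strains used had a C57BL6/J background, and no genotyping was analysed here. A response to the loss of Pgc1α is the biological alternative and stays open for each gene.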

How the results depend on the processing

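The alternatives below, the gene lists and the cell type lists were chosen before the data were examined, and none was added later. The principal components and the relation between the contrasts were not run under the blocks, the variance model, the array weights or the fit of only the groups compared, because they come from no such fit. The overlap was not run under other thresholds.

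The number of genes called for diet (1960) stayed within 1.5 times under 14 of 16 alternatives, from 1467 with normexp background correction to 1985 with array weights. It was 3006 (1305 higher, 1706 lower) with the background-subtracted signal scaled to the 75th percentile, 1873 of them shared with the 1960, and the cause was not tested. It was 5876 with the adjusted p and no fold-change threshold, as that criterion admits smaller changes. With 1 array left out it ranged from 1752 to 2194. The number called for genotype (35) stayed within 1.5 times under 14 of 16 alternatives. It was 58 without the fold-change threshold and 17 at an adjusted p of 0.01, as those criteria admit more or fewer genes. With 1 array left out it ranged from 24 to 46. With the background-subtracted signal, 15 of 38 genotype calls were higher and 23 lower (39.5% higher), against 19 and 16 (54.3%). The split of the diet calls moved from 38.7% higher to at most 48.7%, with the median signal scaled to the 75th percentile. No scaling moved the median of all genes by more than 0.07 on the log2 scale.

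The 12 genes called in both comparisons became 7 with replicate number and slide as blocks, and the cause was not tested. With 1 array left out their number ranged from 5, without iPgc1α-/- replicate 5, to 19, without Pgc1α fl/fl WD replicate 5. It was 6 without Pgc1α fl/fl WD replicate 2 or 3 and 7 without replicate 4. As many as 12 came from 5 of 100 divisions of the WD arrays, so chance was not excluded for this number. The relation between diet and genotype changes kept its sign, between 0.0950 and 0.193 under 7 alternatives and between 0.0647 and 0.245 with 1 array left out.

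The genotype difference of *Ppargc1a* stayed positive and did not pass the threshold in all 14 alternatives (0.28 to 0.34) and with each array left out (0.23 to 0.36). Its diet difference of 0.44 (adjusted p = 0.0556) stayed below a fold change of 1.5 in all 14 alternatives, and its adjusted p was 0.05 or lower in 5 of them, among them both fits with a replicate block. The others were the background-subtracted signal (0.54, adjusted p = 0.0357), the median signal scaled to the 75th percentile (0.52, adjusted p = 0.0275) and averaged probes (0.47, adjusted p = 0.0355). Its adjusted p ranged from 0.0275 to 0.0775 over the alternatives. With 1 array left out the difference ranged from 0.27 to 0.50, with an adjusted p of 0.05 or lower in 3 of 18 fits. The cause was not tested.

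Replicate numbers are shared between the groups, so a replicate block was fitted as well. Over 18 pairs of arrays with the same number in different groups, the correlation of their deviations was 0.103 on average, from -0.217 to 0.346, and 9 of 18 pairs were over 0.1, so the numbers were not taken to pair the mice. With the replicate block, 1972 genes were called for diet and 31 for genotype, and with replicate and slide as blocks 1972 and 26. The diet difference of *Ppargc1a* was again 0.44, with an adjusted p of 0.0339 with the replicate block and 0.0427 with both blocks. The 12 genes called in both became 10 with the replicate block alone.

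For gene lists, the diet results of ribosome biogenesis (-0.36), translation (-0.24), DNA replication (-0.31) and autophagy (0.16) kept direction and call under every alternative but those of the test. With an estimated correlation the adjusted p was 0.261, 0.226, 0.468 and 0.226 in this order, and under fry that of DNA replication was 0.0617. These tests allow for correlation between genes, which the preset value sets low. With 1 array left out the means ranged from -0.42 to -0.30, from -0.27 to -0.21, from -0.40 to -0.22 and from 0.13 to 0.18. Between the genotypes, ribosome biogenesis had a mean of -0.03 and passed in 3 of 18 fits with 1 array left out, over a range from -0.0781 without Pgc1α fl/fl WD replicate 3 to 0.0164 without Pgc1α fl/fl WD replicate 4, so that its sign rests on single arrays. The sign for translation and DNA replication also changed between fits, from -0.04 to 0.02 and from -0.08 to 0.03, without passing the threshold. The autophagy call for genotype (0.05, adjusted p = 0.0394) was lost in 6 of 16 alternatives: the background-subtracted signal (0.0360, adjusted p = 0.0766), the fit of only the groups compared (0.0451, adjusted p = 0.0622), array weights (0.0396, adjusted p = 0.0744), averaged probes (0.0432, adjusted p = 0.0585), the estimated correlation (0.0491, adjusted p = 0.468) and fry (0.0491, adjusted p = 0.290). With 1 array left out its mean ranged from 0.0232, without iPgc1α-/- replicate 5, to 0.0708, without Pgc1α fl/fl WD replicate 5. The call was lost without iPgc1α-/- replicate 5 or 6 and without Pgc1α fl/fl WD replicate 1, 4 or 6. The cause was not tested.

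On PC1 the diet groups were apart under all 8 alternatives, with PC1 holding from 30.1% of the variance with probes scaled to unit variance to 46.4%. They were also apart without any single array, with PC1 then holding from 40.9% to 47.2%. On PC2 the genotype p ranged from 0.0541 to 0.234 over the alternatives and from 0.0303 to 0.297 with 1 array left out (exact permutation tests). In the clustering, the largest genotype difference of a cluster mean was -0.91 with 4, 5 or 6 clusters and -1.55 with average linkage, and the cause was not tested.

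Of the genes named in the text, 54 of 61 for diet and 57 of 61 for genotype kept direction and call in every alternative and with every array left out, and none reversed a call. Over the alternatives, 843 of 851 diet values and 842 of 851 genotype values kept their side of the threshold. *Scd1* for genotype lost its call in 6 of 14 alternatives and 13 of 18 fits with 1 array left out, with a difference between 0.98 and 1.32 in all of them. *Cdkal1* for genotype lost it in 2 of 14 alternatives, with averaged probes (0.31, adjusted p = 0.200) and with the background-subtracted signal (1.53), and in 7 of 18 fits with 1 array left out (1.13 to 1.39). *Gmcl1* for genotype lost it with averaged probes (-0.51), and *Fasn* for diet in 2 of 14 alternatives and 2 of 18 fits with 1 array left out. The signal over background limits the dim genes: *Scarb1* was well above background on 5, 3 and 2 of 6 arrays per group, and *Cyp2a12* on 0, 2 and 6, so that differences near background were not measurable with confidence at this signal.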

Differences from the paper's values

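A value was taken to differ when it was more than 1.5 times the paper's or the paper's more than 1.5 times it. By this criterion 3 values of the paper's figures did not differ. The number of diet genes in Pgc1α fl/fl mice was 1960, against the paper's 993 genes common to both genotypes and 460 in Pgc1α fl/fl mice alone, together 1453 (about 1500 in Fig. 2D). PC1 held 44.5% of the variance, against the paper's about 30% in Fig. 2C, read by eye, and PC2 11.3%, against about 16% in Fig. 2C, read by eye. The paper's components also cover iPgc1α-/- mice on chow, which did not enter here, so these shares come from unlike sets of arrays. Some alternatives did differ: 3006 diet genes with the background-subtracted signal, 5876 without the fold-change threshold and 2194 without Pgc1α fl/fl WD replicate 1, 46.4% on PC1 with normexp and between 45.1% and 47.2% in 8 of 18 fits with 1 array left out, and on PC2 10.6% without a filter and 9.81% without Pgc1α fl/fl WD replicate 6. The following results go another way than statements of the paper. The genotype directions are those of the arrays as labelled.

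The paper reports genotype as the next source of variation after diet, over both diets. Its iPgc1α-/- mice on chow did not enter here, so only the genotypes on WD were compared. On PC2 the genotypes on WD overlapped, with an exact permutation p of 0.0541. Without single arrays it fell below 0.05 in 5 of 18 fits, to 0.0303 without Pgc1α fl/fl WD replicate 5 or iPgc1α-/- replicate 3.

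The paper reports lower expression of genes of translation and gene expression in iPgc1α-/- mice, with a marked fall on WD. Here the mean log2 fold change between the genotypes on WD was -0.03 for ribosome biogenesis (adjusted p = 0.0957 from limma's camera), -0.01 for translation factors and tRNA synthetases (0.431) and -0.03 for ribosomal proteins (0.127). Ribosomal proteins passed with the background-subtracted signal (-0.10, adjusted p = 8.1e-07) and the median signal scaled to the 75th percentile (-0.09, adjusted p = 1.3e-05). They and ribosome biogenesis also passed without some single arrays, ribosome biogenesis at -0.08 (adjusted p = 0.00183) without Pgc1α fl/fl WD replicate 3.

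By RT-qPCR the paper reports lost *Pgc1α* expression in the intestine of iPgc1α-/- mice. The array signal of *Ppargc1a* was 0.30 higher on the log2 scale in the arrays labelled iPgc1α-/- on WD (adjusted p = 0.572), and no alternative gave a lower one. Whether the array probes lie in the deleted exons was not determined, so their signal does not decide against the RT-qPCR.

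The paper reports *Fatp4* (*Slc27a4*) as lower in iPgc1α-/- mice on WD by RT-qPCR. On the arrays it differed by 0.18 (standard error 0.12, adjusted p = 0.645), in no alternative past the threshold. For *Npc1l1*, also reported as lower in iPgc1α-/- mice on WD, the difference was 0.09 (standard error 0.15, adjusted p = 0.869), likewise in no alternative past the threshold.

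The paper reports that WD raised all fatty acid transport genes it measured. *Cd36* rose by 1.94, *Fabp1* by 0.88 and *Slc27a4* by 0.48 in Pgc1α fl/fl mice on the arrays (adjusted p = 1.1e-05, 0.0068 and 0.007). *Mttp* rose by 0.15 and did not pass the threshold (adjusted p = 0.362), and its second, dimmer probe was at -0.01.

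The paper attributes low expression of fatty acid oxidation genes to the absence of Pgc1α. The list of 40 Ppara and fatty acid oxidation genes was higher in the arrays labelled iPgc1α-/- on WD by a mean of 0.16, with 26 of 40 genes higher (adjusted p = 0.00436 from camera, 0.323 from fry and 0.468 with an estimated correlation). *Cyp4a10* (1.61, adjusted p = 0.0894) and *Cyp4a31* (1.40, adjusted p = 0.201), chosen after their values were seen, had the largest differences in the list. The genes that the paper measured differed by less: *Acadm* by -0.08 (adjusted p = 0.754), *Cpt1a* by 0.05 (0.940), *Cpt1b* by 0.08 (0.812) and *Cpt2* by -0.07 (0.843).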

Other observations

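The tests on the genotype labels and on the probe positions, the scaling test of the oxidative phosphorylation list and the counts over divisions of the arrays for the lists not named as planned below were chosen only after the results were seen.

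The *Ppargc1a* signal was not lower in the arrays labelled iPgc1α-/-. Single wrong or exchanged labels among the WD arrays are argued against: with each array scored at genes called without it, 12 of 12 WD arrays lay nearer the other arrays of their own genotype, the weakest being Pgc1α fl/fl replicate 5 (score -0.22 on a scale from -1 to 1) and replicate 1 labelled iPgc1α-/- (0.41). This does not test an exchange of both whole groups. A transcript that lacks the deleted exons could still bind probes that lie outside them, and the second probe, 0.36 higher on the log2 scale, cannot decide it, because both probes lie within 0.6 kb and their exons were not determined here. Deletion and detection outside the deleted exons cannot be told apart from an absent deletion with these probes.

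All 74 measured genes of the oxidative phosphorylation list were lower in the arrays labelled iPgc1α-/- than in Pgc1α fl/fl mice on WD, by a mean of 0.20 on the log2 scale and with 17 genes without overlap between the groups against 0.216% by chance, although 0 genes passed the threshold alone. The list was significant with camera (adjusted p = 1.4e-36), with fry (0.00188) and in an exact permutation test of its score (p = 0.0022, the smallest value possible), but not with an estimated correlation (0.0813). A trend with brightness is argued against, since none of 10000 random lists matched on brightness fell as far (permutation p = 1e-04, the smallest possible; the lowest random mean was -0.08). The scaling between arrays is argued against, since under 5 other scalings the mean stayed between -0.25 and -0.20. Of 100 planned divisions of the arrays, 4 were as extreme, the real one included. These 100 were drawn from 462 possible divisions, so grouping by chance is argued against only weakly. Pgc1α fl/fl WD replicate 6 stood apart upward in this list, and without any single array the mean stayed between -0.24 and -0.17. The pattern is consistent with lower expression of mitochondrial genes after loss of Pgc1α, as a hypothesis found and tested on the same arrays. In the list, *Cycs* fell by 0.43 (adjusted p = 0.263) and *Atp5b* by 0.24 (0.301), and *Tfam*, which is not in it, differed by -0.01 (0.984). The paper reports all 3 as lower by RT-qPCR. Its legend names no WD for that measurement, while the values here are from mice on WD.

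In Pgc1α fl/fl mice, WD lowered the 23 cholesterol synthesis genes by a mean of 0.99 on the log2 scale (17 called lower; adjusted p = 5.1e-15 from camera, 5.1e-07 from fry) and raised the 10 Lxr targets by 1.62 (9 called higher; 2.4e-12 from camera, 1.2e-09 from fry). Chance was excluded for this pair of lists, with 2 of 100 planned divisions as extreme. *Abca1* rose by 1.84 (adjusted p = 1.8e-05), *Abcg5* by 0.64 (0.00106), *Abcg8* by 0.93 (5.0e-05) and *Srebf1* by 1.54 (6.8e-08). None of these 4 genes differed by genotype on WD (adjusted p between 0.519 and 0.965). *Fasn* fell by 0.66 on WD (adjusted p = 0.0026), *Pdk4* rose by 2.27 (7.7e-06) and *Ppara* by 1.63 (7.8e-09).

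For most other lists the camera result was not beyond what other divisions of the arrays gave. Of 100 divisions of the arrays, planned for these lists on WD, 19 were as extreme for ribosome biogenesis, 16 for translation, 35 for DNA replication and 16 for autophagy, and 30 for autophagy by genotype. Among the lists counted after the results were seen, diet gave 41 of 100 for ribosomal proteins, 19 for Ppara and fatty acid oxidation (mean 0.45), 59 for oxidative phosphorylation (mean 0.06), 9 for Nfe2l2 and xenobiotic metabolism (mean 0.35), 15 for major histocompatibility complex class II (mean -1.13) and 1 for the circadian clock (mean 0.78). By genotype it was 64 for ribosome biogenesis, 73 for translation, 72 for ribosomal proteins, 80 for DNA replication, 24 for Ppara and fatty acid oxidation, 11 for Nfe2l2 (mean 0.14), 70 for cholesterol synthesis (mean 0.02), 5 for Lxr targets (mean 0.21), 18 for major histocompatibility complex class II (mean -0.51) and 36 for the clock (mean 0.14). Genes within a list vary together between mice, and a preset correlation does not account for that. The exact permutation test of the mean score per array asks another question, whether the list differs between the groups at all. For diet the exact permutation test gave an unadjusted p = 0.0108 for ribosome biogenesis, 0.00649 for translation, 0.0606 for DNA replication, 0.0108 for autophagy, 0.0649 for ribosomal proteins, 0.0130 for Ppara and fatty acid oxidation, 0.132 for oxidative phosphorylation, 0.00649 for Nfe2l2, 0.00866 for major histocompatibility complex class II and 0.0022 for the clock. For genotype the exact permutation p of these lists other than oxidative phosphorylation lay between 0.0563 and 0.872.

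The other cell type lists gave the following mean log2 fold changes on WD in Pgc1α fl/fl mice, with exact permutation p adjusted over 15 lists in brackets: macrophage and dendritic cell -0.43 (0.00649), goblet cell -0.67 (0.00649), proliferating cell -0.56 (0.0216), villus enterocyte 0.30 (0.0852), crypt stem cell -0.13 (0.605), tuft cell 0.14 (0.703), enteroendocrine cell 0.08 (0.812), muscle and stroma 0.07 (0.812), Paneth cell 0.01 (1), ileal bile acid 0.06 (0.390) and the sex check 0.04 (0.605). By genotype no list passed after adjustment, the lowest p being that of the plasma cell list (mean 0.37; exact permutation p = 0.0498, adjusted 0.747), and the largest mean that of the tuft cell list (-0.50; p = 0.143).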
